# Molecular analysis of *Culex quinquefasciatus* larvae responses to *Lysinibacillus sphaericus* Bin toxin

**DOI:** 10.1371/journal.pone.0175473

**Published:** 2017-04-13

**Authors:** Chontida Tangsongcharoen, Natapong Jupatanakul, Boonhiang Promdonkoy, George Dimopoulos, Panadda Boonserm

## Abstract

*Lysinibacillus sphaericus* produces the mosquito larvicidal binary toxin consisting of BinA and BinB, which are both required for toxicity against *Culex* and *Anopheles* larvae. The molecular mechanisms behind Bin toxin-induced damage remain unexplored. We used whole-genome microarray-based transcriptome analysis to better understand how *Culex* larvae respond to Bin toxin treatment at the molecular level. Our analyses of *Culex quinquefasciatus* larvae transcriptome changes at 6, 12, and 18 h after Bin toxin treatment revealed a wide range of transcript signatures, including genes linked to the cytoskeleton, metabolism, immunity, and cellular stress, with a greater number of down-regulated genes than up-regulated genes. Bin toxin appears to mainly repress the expression of genes involved in metabolism, the mitochondrial electron transport chain, and the protein transporter of the outer/inner mitochondrial membrane. The induced genes encode proteins linked to mitochondrial-mediated apoptosis and cellular detoxification including autophagic processes and lysosomal compartments. This study is, to our knowledge, the first microarray analysis of Bin toxin-induced transcriptional responses in *Culex* larvae, providing a basis for an in-depth understanding of the molecular nature of Bin toxin-induced damage.

## Introduction

Mosquito-borne diseases, such as West Nile fever, encephalitis, dengue, malaria, and lymphatic filariasis, are major public health concerns in tropical and subtropical climates [1]. Among the three mosquito genera, *Culex* is the most genetically diversified because of its wide geographic distribution [2]. Several strategies have been developed to control its vector populations and disease transmission in endemic areas. In the past, mosquito control had primarily been undertaken using chemical insecticides, which not only cause environmental problems but also lead to insecticide resistance [3, 4]. To tackle these problems, alternative mosquito control strategies have been developed, such as the use of microorganisms as biological insecticides. Bin toxin, derived from the bacterium *Lysinibacillus sphaericus* (*Ls*), is one of the insecticidal toxins that have been used to control *Culex* and *Anopheles* mosquitoes [5]. However, the increasing application of bioinsecticides in the field has recently led to various cases of insect resistance [6]. An understanding of Bin toxin’s mechanism of action and the mechanism of resistance to this toxin will help us develop a more effective toxin; however, research in this area is currently lacking and is urgently needed.

Bin toxin is a binary toxin composed of the BinA and BinB proteins, which are required in equimolar amounts for maximal toxicity against larvae [7]. After ingestion by susceptible larvae, these proteins are solubilized in the midgut under alkaline conditions and activated by gut proteases to form active toxins [8]. BinB has been shown to be involved in the initial receptor binding and interaction with BinA prior to internalization of the toxin complex [9]; the mechanism underlying this process is currently unknown. The receptor in *Culex pipiens* has been identified as the glycosylphosphatidylinositol (GPI)-anchored *C*. *pipiens* maltase 1 (Cpm1), which is present on the epithelial cells [10]. Many bacterial toxins such as VacA toxin, clostridial neurotoxins, and aerolysin interact with GPI-anchored proteins and enter cells through the endocytic pathway [11, 12]. *Culex* larvae lacking the Cpm1 receptor are resistant to the toxin, suggesting that the receptor recognition is crucial for mediating larval intoxication. Moreover, the specificity of the toxin for the receptor can also explain the differences in toxicity among different mosquito species [13]. Previous studies have reported that the deposition of the Bin complex on lipid membranes can promote conformational changes that facilitate the insertion of BinB into the lipid monolayer [14, 15]. Interestingly, we previously reported that the crystal structure of BinB is similar to that of the aerolysin type β-hairpin pore-forming toxins [16], suggesting the possibility that Bin toxin could be internalized through pore formation and subsequently induce its pathological effects on target cells, including mitochondrial swelling, endoplasmic reticulum breakdown, vacuole formation, and microvillar disruption [17]. A previous report has described a Bin toxin-induced autophagic response in mammalian cells [18]. Moreover, the mitochondrial pathway-mediated apoptosis in susceptible mosquito larvae that results from exposure to Bin has been suggested to contribute to larval death [19].

A previous whole-genome oligonucleotide microarray-based transcriptomic approach to characterize gene expression in the larval gut of *Ostrinia nubilalis* treated with *Bacillus thuringiensis* Cry1Ab toxin revealed several physiological changes in response to Cry1Ab intoxication [20]. In the present study, we have performed a comparative genome-wide microarray-based transcriptomic profiling of *C*. *quinquefasciatus* in response to Bin toxin exposure at different time points in order to better understand the results of toxin treatment, which could benefit the development of this potent insecticidal toxin. Our analyses have revealed the activation of apoptotic processes in the mosquito.

## Materials and methods

### Ethics statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. Mice were used only for mosquito rearing as a blood source, according to the approved protocol. The protocol was approved by the Animal Care and Use Committee of the Johns Hopkins University (Permit Number: M006H300).

### Larvae intoxication and RNA preparation

*Culex quinquefasciatus* (JHB strain) eggs were obtained from the Centers for Disease Control and Prevention (CDC, Atlanta, GA USA). *Culex* larvae were reared in distilled water at 28°C with 12 h light / dark cycles. Bin toxin was prepared from *Escherichia coli* BL21 (DE3) pLysS harboring the plasmid containing 6xHis-BinA and 6xHis-BinB, as described previously [21]. The third-instar *C*. *quinquefasciatus* larvae were starved for 3 h before feeding with the mixture of BinA and BinB at a 1:1 molar ratio. Four biological replicates of 20 third-instar *Culex* larvae were treated with an LC_90_ dose (80 ng/ml) of Bin toxin for 6, 12, or 18 h [19]; *Culex* larvae without Bin toxin treatment were used as negative controls. The treated and non-treated larvae that were still alive after a 6-, 12-, or 18-h exposure time were collected for transcriptomic analysis. Both control and toxin-treated *Culex* larvae were anesthetized on ice and then dissected at 4°C in RNAlater (Ambion). Their midguts were stored in RLT buffer (Qiagen) at -80°C until RNA extraction. For RNA extraction, the midguts were homogenized with a rotor-stator homogenizer (Next Advance Bullet Blender), and the RNA was extracted using an RNeasy Mini kit (Qiagen) according to the manufacturer’s protocol. RNA quantitation was measured on a NanoDrop 2000 spectrophotometer (Thermo Scientific), and RNA quality was determined using the Agilent 2200 TapeStation (Agilent Technologies).

### Microarray analysis

A Low Input Quick Amp labeling kit (Agilent Technologies) was used to synthesize negative control (Cy-3-labeled) or Bin toxin-treated (Cy-5-labeled) cRNA probes from 200 ng of total RNA per replicate. 

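The files list 45220 spots on each array, of which 1417 are controls. The other 43803 spots carry 42990 different probes, 813 of them spotted more than once. Each probe is named after a VectorBase gene identifier (CPIJ and a number), and the probes name 19751 different genes, with 2 to 6 spots per gene. The array files hold no gene descriptions, so the names used here are those that the paper's tables pair with the identifiers. All 3780 genes of S2 Table are on the array.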

Labeled probes were hybridized on an Agilent custom microarray (4 x 44K platform) containing 42,990 probes to represent 22,913 different *C*. *quinquefasciatus* genes and 18,883 protein-coding genes from a NCBI database (Platform GPL10712) [2]. Hybridization intensities were determined using an Agilent SureScan Scanner. Image data were analyzed with Agilent’s Feature Extraction software. The linear models for microarray data (limma) package in R program was used to process the gene expression data from microarray [22]. 

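The limma function backgroundCorrect offers several methods. The deposited log ratios were set against limma's own output from the median spot signals and median local backgrounds: the normexp method with an offset of 16, fitted on all spots and followed by loess normalization within each array, gave values that differed from the deposited ones by at most 4.98e-08 over 525636 values. The normexp method fits 1 background distribution to each channel of an array. On 6 h replicate 3, 12 h replicate 2 and 18 h replicate 3, a few spots lay in a very bright local background, which left a net green signal as low as -48659, -64886 and -65485 units. The standard deviation that normexp fitted to the green background was 736, 834 and 1256 units on these 3 arrays and between 0.537 and 47.6 on the other 9. Their log2 ratios had a median interquartile range of 0.039 over genes, against 0.26 on the other 9 arrays. When the spots that the scanner software marks for an uneven local background (29 to 153 per array) were left out of the normexp fit, the interquartile range was 0.28 on the 3 arrays and 0.29 on the other 9. This refitted background correction was chosen after seeing the data and is given below as an alternative.

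**Figure D1:**
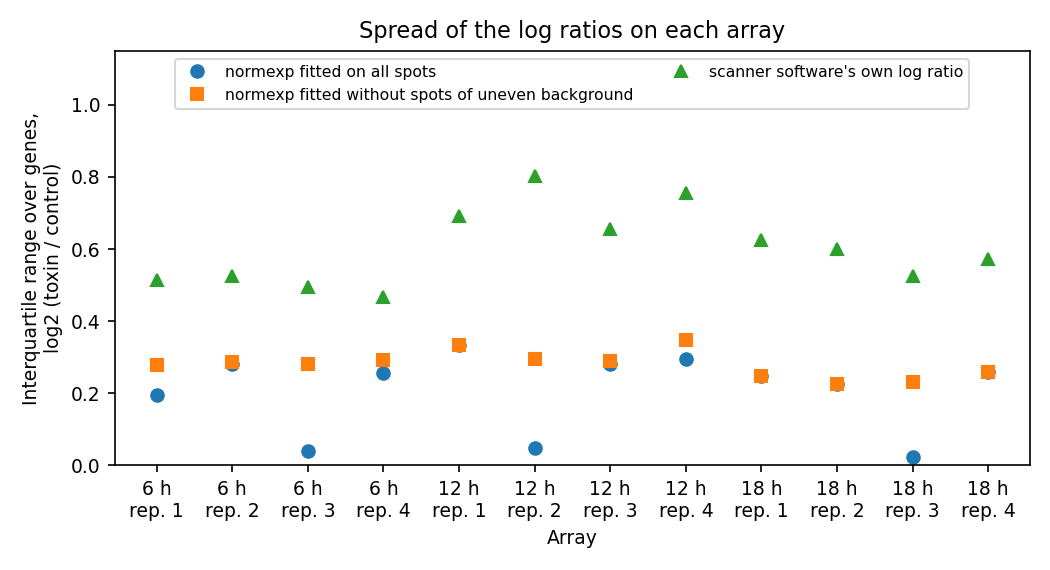
Interquartile range over genes of log2 toxin over control (vertical axis) on each of the 12 arrays (horizontal axis), for normexp fitted on all spots (circles), normexp fitted without spots of uneven local background (squares) and the scanner software's own log ratio (triangles). The circles of 6 h replicate 3, 12 h replicate 2 and 18 h replicate 3 lie below 0.05, while their squares lie among the squares of the other 9 arrays. The triangles of 6 h replicate 3 and 18 h replicate 3 lie among those of the other 9 arrays, and that of 12 h replicate 2, at 0.80, lies above all others.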

The raw signal intensities of each array were corrected by backgroundCorrect function then normalized within array by loess method. Replicate spots in each array were averaged with avereps function. Linear model was generated with lmFit function then the statistical significance of differential expression was analyzed by empirical Bayes moderated t-statistics. Finally, the raw p value was adjusted with Benjamini-Hochberg (BH) method at a significance level of adjusted p<0.05 [23]. Self-self hybridization was used to determine the intensity-dependent cutoff value for the significance of differentially expressed genes on these types of microarrays as 0.75 in log_2_ scale, which corresponds to a 1.68 fold-change in regulation. Gene expression data were described in terms of function by homology to functionally annotated genes in *Culex* gene databases such as Gene Ontology [2]. Microarray data has been deposited to GEO NCBI with accession number GSE96838.

### Real-time PCR (qPCR)

Real-time PCR (qPCR) was used to validate the gene expression levels of cell death-related genes involved in the response to toxin in the immune system and redox, stress, and mitochondrion categories. One microgram of total RNA from either non-treated (control) or toxin-treated *Culex* larvae used for microarray analysis was treated with Turbo DNaseI (Ambion) and reverse-transcribed with M-MLV Reverse Transcriptase (Promega). Specific primers were designed and used for qPCR validation. cDNA quantification was performed in a StepOne Real-Time PCR System by using a SYBR Green PCR Kit (Applied Biosystems). The primer sequences were:

*Culex* ribosomal protein S7 (CPIJ006763 -RA):
  F: 5′AGAACCAGCAGACCACCATC-3′
  R: 5′-ACCCTCCCACTTCTCCATCT-3′
Caspase-3 (CPIJ009057-RA):
  F: 5′-GAAAACGGAGAACGGTACGA-3′
  R: 5′-CTCCAGTGTATCGGGAGCAT-3′
Caspase-1 (CPIJ008093 -RA):
  F: 5′-ATTATCTGATGGCGCAGGAC-3′
  R: 5′-TTGCCGGCCATAGAGTTAAG-3′
Cytochrome c (CPIJ019024-RA):
  F: 5′-AGGGTATCACGTGGAACGAG-3′
  R: 5′-TGCTGCAACACAGGTTTAGG-3′

Each transcript sample was normalized to the endogenous housekeeping gene, the *C*. *quinquefasciatus* ribosomal S7 gene. The -fold change in gene expression of each transcript in the toxin treatment samples was compared to the non-treated (control) value. Significantly different expression was defined by Student’s *t*-test as p<0.05.

## Results and discussion

### Bin toxin exposure induces diverse transcriptomic responses

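Midgut RNA was compared on 12 custom 2-colour Agilent arrays, 4 for each exposure time of 6, 12 and 18 h. Each array held 1 biological replicate of toxin-treated larvae against untreated larvae of the same exposure time, with 20 third-instar larvae per replicate, a toxin dose of 80 ng/ml and 200 ng of RNA per labelling. The larvae had been starved for 3 h. The rearing temperature is 28 °C in the paper and 27 °C in the sample labels. Untreated RNA was labelled with Cy3 and toxin-treated RNA with Cy5 on every array, so that no array has swapped dyes and a gene-specific dye effect adds to the toxin effect at each time point, but cancels between time points where it is the same on every slide. The 4 arrays of a time point lay on 1 slide and were read in 1 scan, so that slide and time point cannot be told apart. The authors deposited the scanner output of each array, with spot intensities and local backgrounds, and a table of log2 ratios that they had corrected and normalized. The share of spots well above background was 81.7% in the untreated channel and 81.3% in the toxin channel at 6 h (medians of 4 arrays), 81.5% and 81.5% at 12 h and 79.0% and 78.5% at 18 h. Replicate arrays differed beyond any copy: the log2 ratios of 2 arrays of the same time point correlated across genes with Pearson's r between 0.55 and 0.89.

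From the intensities, the local background was corrected with limma's normexp method (offset 50), control spots were left out, spots marked as outliers by the scanner software (6 to 62 per array) were set to missing, the log2 ratios of toxin over control were normalized by loess, and the spots of each gene were averaged. One linear model was fitted to the 12 arrays with a mean for each time point, which leaves 9 residual degrees of freedom per gene. A gene is called up-regulated or down-regulated here when limma's empirical Bayes test against 0 gave a Benjamini-Hochberg adjusted p under 0.05 over the 19751 genes and the log2 change was at least 0.75 (1.68-fold), the paper's threshold. The background correction itself narrows the log ratios, so the same cut is stricter here than on less narrowed ratios. In simulated spots without bright local background, the slope on the true log ratio was 0.665. On the 9 arrays of wider log ratios, the median interquartile range over genes was 0.258. It was 0.372 in the deposited log ratios, which an offset of 16 matched. The number of arrays, 4 per time point, limits the precision of every value. In simulated data with the spread of these arrays, 198 of 200 changed genes were recovered at 6 h among 19751 genes, with 0 false calls. All simulated changes lay well beyond 0.75, so this recovery does not tell how many changes near the threshold are missed. Values are means of log2 ratios of toxin over control ± SD of 4 arrays.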

To study the global gene expression changes elicited by the exposure of *Culex* larvae to Bin toxin, we used oligonucleotide microarray analysis to compare untreated and Bin-treated *Culex* larvae at 6, 12, and 18 h after toxin exposure. According to our recent publication, both cytopathological changes and biochemical evidence of apoptosis induced by Bin toxin were found in *Culex* larvae at these time points [19]. As many as 3,780 transcripts were differentially regulated upon Bin toxin exposure in at least one treatment group, representing 16.5% of the annotated *C*. *quinquefasciatus* transcriptome; this was a relatively large number when compared to previous transcriptional responses to pathogen treatment in lepidopterans, which typically range from 1–11% [24–26], with 7% for dipterans [27] and 1% for coleopterans [28]. 

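At the threshold of adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment) and a log2 change of at least 0.75, 1806 of the 19751 genes on the array were up- or down-regulated at 1 or more time points, or 9.14%. The log2 ratios that the authors deposited gave 2019 genes in the same linear model. Plain subtraction of the local background gave 3190 genes, no background correction 2555 and the refitted background correction 2360. The narrowing of log ratios by normexp may account for part of the higher number with plain subtraction, which was not tested. With the scanner software's own log ratio the number was 4455. Scale normalization between arrays left 494 genes. It brings all arrays to a common width, which stretches the 3 arrays of narrow log ratios and narrows the others. With each array left out in turn, between 1654 and 2123 genes passed.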

A recent study has also revealed a large transcriptional impact of Vip3Aa toxin treatment of the lepidopteran *Spodoptera exigua*, comprising 19% of all unigenes [29]. Our results indicate that Bin toxin has a major physiological impact on *C*. *quinquefasciatus*. 

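The largest changes were taken among called genes whose 4 arrays all changed in the same direction and whose spots were well above background in 1 channel on all 4 arrays. A conserved hypothetical protein (CPIJ009451) rose most at every time point, with a log2 change of 4.00 ± 0.67 at 6 h, 4.28 ± 0.38 at 12 h and 2.49 ± 0.26 at 18 h; both its spots were saturated in the toxin channel on 2 of the 4 arrays at each time point, and 1 or both on 4 arrays at 18 h. At 6 h it was followed by 2 further conserved hypothetical proteins, CPIJ013215 (3.40 ± 0.20) and CPIJ003983 (3.34 ± 0.92). At 12 h a sodium/solute symporter (CPIJ002361) rose by 3.81 ± 1.05 and SERAC1 (CPIJ003381) by 3.46 ± 0.79. At 18 h, SERAC1 stood at 2.47 ± 0.37 and CPIJ013215 at 2.24 ± 0.43. Among the falls, prolylcarboxypeptidase (CPIJ008878) changed by -3.48 ± 0.67, glutathione S-transferase theta-2 (CPIJ002679) by -3.16 ± 0.46 and chymotrypsin BI (CPIJ002156) by -3.09 ± 0.78 at 6 h. The largest falls at 12 h were those of a conserved hypothetical protein (CPIJ014224, -3.99 ± 0.92), chymotrypsin BI (-3.88 ± 0.17) and a lipase (CPIJ007035, -3.80 ± 1.64). At 18 h they were those of hexamerin 2 beta (CPIJ009506, -4.21 ± 0.53), a conserved hypothetical protein (CPIJ006617, -3.70 ± 0.38) and general odorant-binding protein 99a (CPIJ017326, -3.66 ± 2.02). The lipase lost its 12 h call without replicate 3 (adjusted p 0.0534 in the same limma fit) or replicate 4 (0.0539). Hexamerin 2 beta lost its 18 h call without replicate 1 (0.0520), 2 (0.0514) or 4 (0.0611). The odorant-binding protein lost its 18 h call without replicate 1 (0.0746) or 4 (0.0672). In these fits the log2 changes stayed large. They were -3.45 and -3.48 for the lipase, -4.25, -4.27 and -3.96 for hexamerin 2 beta, and -3.13 and -3.20 for the odorant-binding protein.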

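In the model of all 12 arrays, 363 genes were called higher and 450 lower in toxin-treated larvae at 6 h, 624 higher and 849 lower at 12 h, and 350 higher and 245 lower at 18 h. The deposited log ratios gave 379 higher and 474 lower genes at 6 h, 676 and 948 at 12 h, and 409 and 278 at 18 h. Of the 813 genes called at 6 h, 809 were called in the same direction from the deposited values; the same held for 1468 of 1473 genes at 12 h and 590 of 595 at 18 h. Without 18 h replicate 3, whose log ratios were narrow, the number of genes higher at 18 h was 537 and the number lower was 320, and without 18 h replicate 4 these numbers were 262 and 295. A separate fit for each time point lowered the 18 h numbers to 254 higher and 140 lower.

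**Figure D2:**
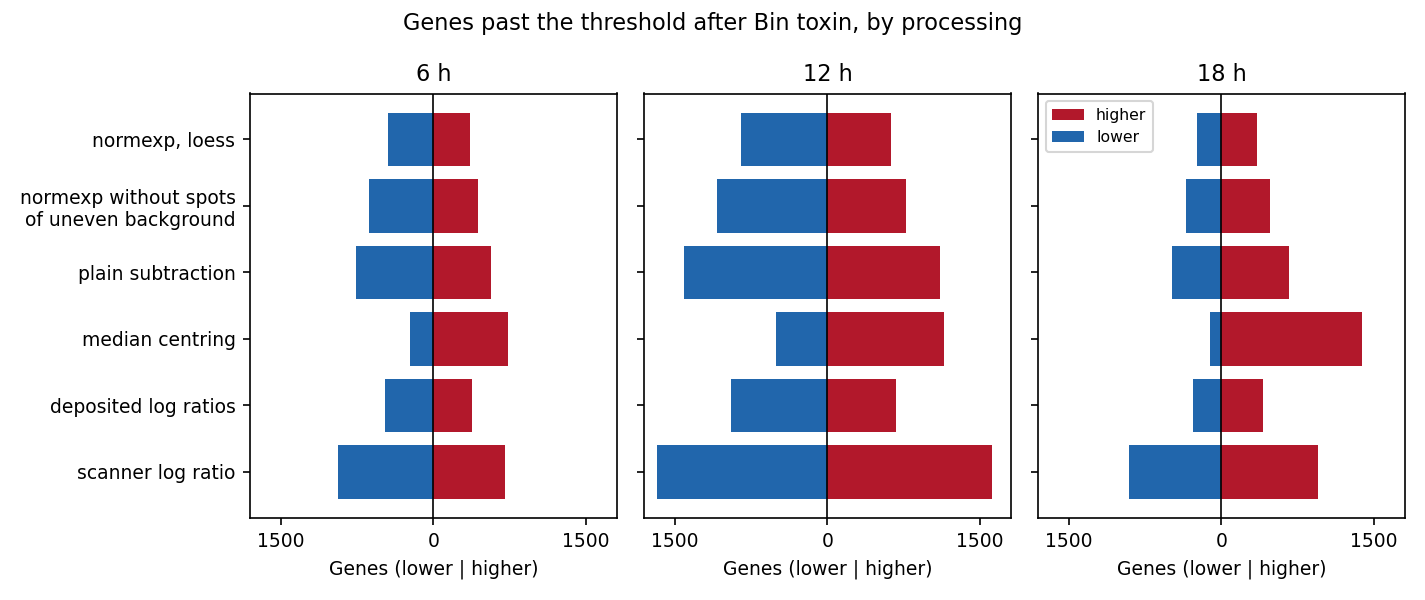
Number of genes past the threshold (horizontal axis) that were lower (blue, to the left) or higher (red, to the right) in toxin-treated larvae at 6, 12 and 18 h, under 6 ways of processing the same arrays. With the first, 450 genes were lower and 363 higher at 6 h, 849 and 624 at 12 h, and 245 and 350 at 18 h, and with median centring the red bars are the longer ones at all 3 time points.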

The numbers of significantly regulated genes at each time point were: 728 up-regulated and 1,118 down-regulated at 6 h; 1,053 up-regulated and 1,648 down-regulated at 12 h; and 954 up-regulated and 1,188 down-regulated at 18 h after exposure. Of the 3,780 regulated genes, the total number that was down-regulated was greater than the number up-regulated. It is notable that Bin toxin exposure mainly resulted in a decrease in gene expression in the *Culex* larvae. These results are in agreement with previous studies on coleopteran and lepidopteran insect exposure to *Bt* Cry toxins [28, 30]. 

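Down-regulated genes made up 55.4% of the calls at 6 h, 57.6% at 12 h and 41.2% at 18 h. Without 18 h replicate 4 the share at 18 h was 53.0%; without each of the other 3 arrays it lay between 37.3% and 40.6%. Per array, the share of genes at -0.75 or less among those at least 0.75 from 0 was 53.4% ± 3.8 (SD, n = 4 arrays) at 6 h, 52.9% ± 4.28 at 12 h and 44.8% ± 5.44 at 18 h. The mean over all 12 arrays was 50.4% (exact two-sided sign-flip permutation test against 50%, p = 0.860); it joins time points on either side of 50% and so tells nothing of the split at any of them. Within a time point, 4 arrays cannot give a p below 0.125 in this test, and the exact p was 0.25 at 6 h, 0.375 at 12 h and 0.25 at 18 h. The split depended on how the 2 dyes were balanced. With median centring of each array in place of loess, which leaves any trend of the dye ratio with brightness in the data, 23.8% of the calls were lower at 6 h (228 lower, 732 higher), 30.8% at 12 h (509 lower, 1144 higher) and 7.34% at 18 h (109 lower, 1376 higher). The share per array also varied more between replicates with median centring, at 29.3% ± 26.7 at 6 h, 32.6% ± 19.8 at 12 h and 10.7% ± 6.77 at 18 h. Scale normalization between arrays gave 69.9% lower calls at 6 h, 74.8% at 12 h and 49.5% at 18 h.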

The changes in transcriptional response of the toxin-treated *Culex* cells were dynamic throughout the time-course of Bin toxin exposure, with the greatest change at the 12-h time point. 

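The genes that differed between time points were tested directly, in contrasts where a constant dye effect cancels. At an adjusted p under 0.05 and a difference of at least 0.75 in log2, 182 genes differed between 6 and 12 h, 459 between 12 and 18 h and 555 between 6 and 18 h. With median centring in place of loess these numbers were 0, 239 and 359, and with scale normalization between arrays 2, 10 and 84. With each array left out in turn they lay between 96 and 338, 311 and 694, and 377 and 646. The size of the whole response was measured on each array as the SD of its log2 ratios over genes, which was 0.374 ± 0.075 (SD, n = 4 arrays) at 6 h, 0.472 ± 0.102 at 12 h and 0.362 ± 0.087 at 18 h. The 12 h arrays did not differ from the 6 h arrays (difference 0.098, exact two-sided permutation test over 70 assignments, p = 0.171) or from the 18 h arrays (difference 0.110, exact permutation p = 0.143). With the refitted background correction, which widens the array of narrow log ratios at each time point, the SD was 0.420 ± 0.014 at 6 h, 0.517 ± 0.030 at 12 h and 0.398 ± 0.018 at 18 h, and every 12 h array exceeded every array of the other time points (exact permutation p = 0.0286 for both comparisons, the smallest that 4 arrays against 4 allow). The largest number of called genes was also found at 12 h (1473, against 813 at 6 h and 595 at 18 h). As the 4 arrays of a time point share 1 slide and 1 scan, none of these differences can be assigned to time rather than slide.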

A total of 2,204 genes were differentially regulated at all three assayed time points (Fig 1), suggesting the involvement of major biological processes in the response to Bin intoxication. 

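In the re-analysis, 213 genes passed the threshold at all 3 time points and 862 at 2 or more. Of the 213, 129 were higher at every time point, 83 were lower at every time point and 1 changed direction. At all 3 time points, 289 genes passed with the refitted background correction, with plain subtraction of the local background 382, and from the deposited log ratios 221. Without 1 array at a time, the number lay between 161 and 241.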

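S2 Table holds 703 genes with a log2 value at each time point. Of these, 134 were among the 213 genes that passed the threshold at all 3 time points here, and 459 passed it at 1 or more. For the 213 genes, 209 had log2 ratios of 1 sign on all 12 arrays.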

The genes that were significantly regulated (p<0.05) at all time points [6, 12, and 18 h], 703 of 22913 transcripts, were subjected to cluster analysis using a hierarchical clustering algorithm (Fig 2 and S1 Table). The clustering analysis revealed that genes regulated by 12 h of Bin exposure were closely related to those exposed for 18 h, whereas the expression profiles of those exposed for 6 h were less related.

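The distance between arrays was measured over all 19751 genes as the Euclidean distance between their log2 ratios. The mean distance from the 12 h arrays was 55.8 to the 6 h arrays and 61.9 to the 18 h arrays. The difference of -6.01 points toward 6 h, at an exact two-sided permutation p of 0.0571 over 70 assignments of the 6 h and 18 h labels. With the refitted background correction the mean distances were 59.1 and 64.9 (difference -5.78, exact permutation p = 0.143). Across genes, which are not independent replicates, the mean log2 ratios correlated with Pearson's r of 0.76 between 6 and 12 h, 0.65 between 12 and 18 h and 0.48 between 6 and 18 h. Over the 213 genes called at all 3 time points, the order of the correlations was another: 0.95 between 6 and 12 h, 0.96 between 12 and 18 h and 0.92 between 6 and 18 h, while the mean distance from the 12 h arrays was 11.48 to 6 h and 11.77 to 18 h. Each time point lies on a slide of its own, so that these distances hold the slide as well as the time.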

**Fig 1:**
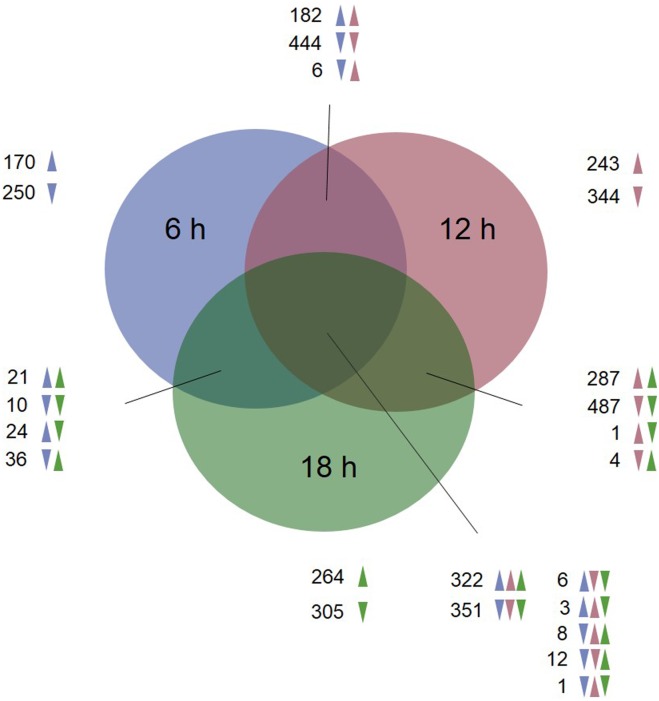
Venn diagram showing the numbers of unique and commonly regulated genes in the *C*. *quinquefasciatus* larval gut in response to LC_90_ dose of Bin toxin at different exposure times as compared to those for non-treated larvae. Data represent transcripts with ≥1.68-fold changed regulation at a significance level of p value<0.05 in *Culex* larvae upon Bin treatment. The overlapping regions represent genes regulated under two or three experimental conditions. The arrows indicate the direction of gene regulation.

**Fig 2:**
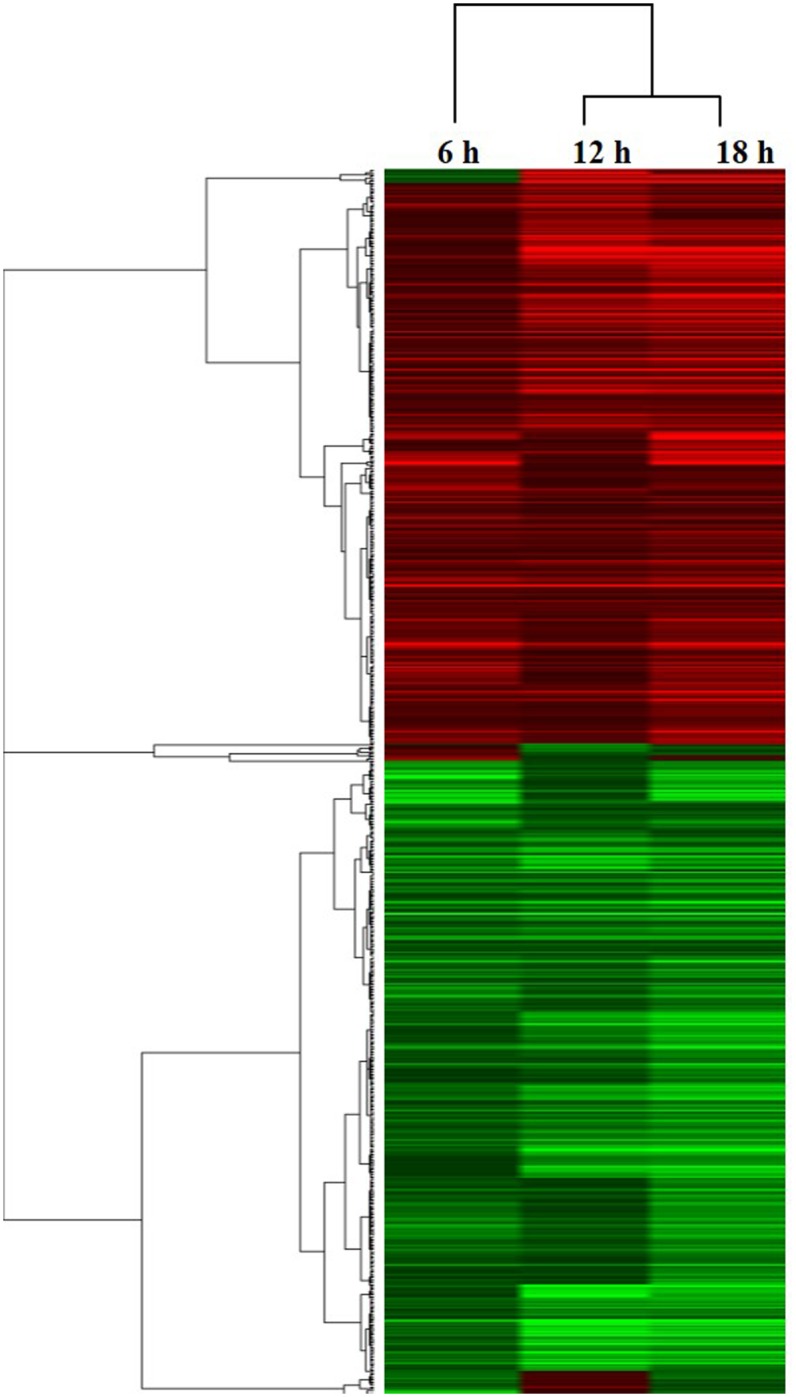
Differentially regulated genes of Bin toxin-treated (LC_90_ dose) *Culex* larvae compared to those of non-treated larvae. Hierarchical cluster analysis of differentially expressed genes in Bin toxin-treated *C*. *quinquefasciatus* larval guts as compared to those from non-treated *Culex* larvae. A total of 703 transcripts, which were significantly regulated at all three (6-, 12-, and 18-h) time points, is presented in S2 Table. Transcripts with at least a 0.75-fold regulation in log_2_-scale correspond to a > = 1.68-fold regulation and a p value<0.05. Genes with lowered transcript abundance are shown in green, and red indicates genes with a higher transcript abundance than the corresponding gene from the non-treated *C*. *quinquefasciatus* larval gut. More intense colors indicate higher levels of gene regulation.

### Transcriptional responses of *C*. *quinquefasciatus* larvae treated with Bin toxin

To better understand the biological processes and pathways in which the differentially regulated genes participate, we examined their functional classification (Fig 3), which revealed that the genes regulated by an LC_90_ dose of Bin toxin were associated with various biological processes in *Culex* larvae. 

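The functional groups of S2 Table were taken over as the paper assigned them, and a gene listed under several groups was counted in each. Of the 950 genes of unknown function in S2 Table, 357 passed the threshold at 1 or more time points in the re-analysis, as did 488 of the 1259 genes of diverse functions. Among the named functions, 183 of 427 metabolism genes passed, 180 of 329 genes of the group redox, stress and mitochondrion, 113 of 288 transport genes, 95 of 220 genes of replication, transcription and translation, 70 of 217 immunity genes, 67 of 138 proteolysis genes, 29 of 136 cytoskeletal genes, 27 of 60 digestion genes and 5 of 27 chemosensory genes. The redox, stress and mitochondrion group leaned to lower values: 152 of its genes were lower at some time point and 28 higher. With median centring in place of loess, 99 were lower and 54 higher. The list was chosen by the study on the same samples, so no enrichment was tested.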

As many as 2,830 regulated genes showed homology to genes of known function, representing 74.9% of all regulated genes, and the remaining 950 genes (25.1%) were of unknown function. 

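Of the 427 genes that S2 Table lists under metabolism, 127 were called lower and 56 higher at 1 or more time points. By time point, 51 were lower and 37 higher at 6 h, 116 lower and 41 higher at 12 h, and 40 lower and 25 higher at 18 h. The refitted background correction gave 159 lower and 62 higher genes. Median centring in place of loess turned the balance to 81 lower and 97 higher.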

With the exception of the genes with unknown function and those with diverse functions (32.3% of all regulated genes), the highest number of regulated genes from Bin-treated *Culex* larvae was associated with metabolism (10.4% of all regulated genes), and this class had about twice as many down-regulated as up-regulated genes. Similarly, other studies of *Ostrinia nubilalis* fed on Cry1Ab toxin and studies of *S*. *exigua* challenged with Vip3Aa toxin have also revealed predominant down-regulation of genes that were principally involved in metabolic processes [20, 29]. This down-regulation of metabolic processes is likely related to the loss of energy production, causing the slow movement of treated *Culex* larvae.

**Fig 3:**
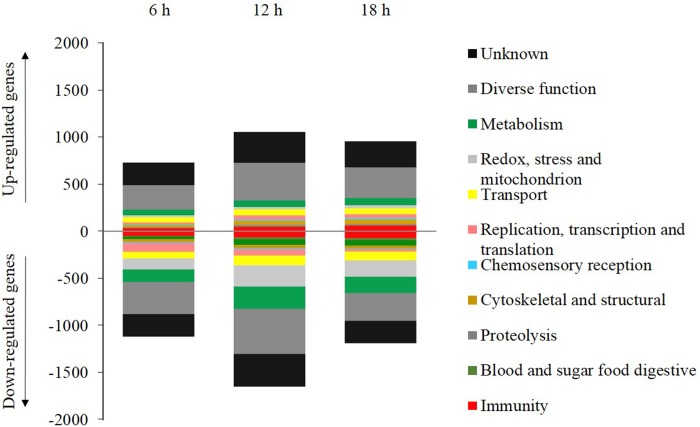
Functional classification of the Bin toxin intoxication transcriptome. The significantly changed transcripts in *Culex* after Bin toxin treatment for 6, 12, or 18 h were subsequently classified into 11 functional groups: 1) cytoskeletal and structural function (CST); 2) chemosensory reception (CSR); 3) blood and sugar food digestive (DIG); 4) diverse functions (DIV); 5) immunity (IMM); 6) metabolism (MET); 7) proteolysis (PRT); 8) redox, stress, and mitochondrion (RSM); 9) replication, transcription, and translation (RTT); 10) transport (TRP); and 11) unknown function (UNK). Bin toxin treatment responsive gene expression data is presented in S2 Table.

### Genes involved in Bin toxin entry and binding

A key role in toxicity is played by *Culex* receptor binding of the Bin toxin, which enables its entry into the mosquito [31]. 

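The text, Table 1 and S3 Table name 96 genes by identifier. Of these, 30 passed the threshold at 6 h, 45 at 12 h and 6 at 18 h (limma with Benjamini-Hochberg adjustment over all genes). When the p-values were adjusted over the list alone, the numbers were 30, 45 and 7, which is not independent evidence, since the study chose the list on these samples. With the 13 genes of the largest changes, 314 values of a gene at a time point could be tested, and 113 of them passed. Scale normalization between arrays left 8 of the 113, median centring in place of loess 93, a separate fit of each time point 102 and the scanner software's own log ratio 108, while plain subtraction of the local background, the deposited log ratios and the refitted background correction kept all 113. No call changed direction in these settings.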

We found that transcripts putatively involved in toxin binding and entry were differentially expressed in response to the ingestion of Bin toxin (Table 1). Transcripts involved in receptor binding, including α-glucosidases (CPIJ008904), α-amylases (CPIJ008079, CPIJ001464, CPIJ005060), and maltase1 (CPIJ013170) were down-regulated in response to Bin ingestion after 12 h of Bin treatment [32]. 

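The alpha-glucosidase CPIJ008904 had a log2 change of -0.18 ± 0.30 at 6 h, -1.07 ± 0.19 at 12 h and -1.62 ± 0.70 at 18 h, with an adjusted p of 0.00288 at 12 h and 0.000534 at 18 h (limma with Benjamini-Hochberg adjustment). The difference of -1.44 between 18 and 6 h was past the threshold as well (adjusted p 0.0140). The spots of the alpha-amylases and of the maltase were at the upper limit of the scanner. In toxin-treated larvae, alpha-amylase A (CPIJ001464), alpha-amylase B (CPIJ005060) and maltase 1 (CPIJ013170) were saturated on all 4 arrays at 6, 12 and 18 h. In untreated larvae, all 3 were saturated on 4 of 4 arrays at 12 h, and alpha-amylase A and maltase 1 also at 18 h. Where both channels were saturated on all 4 arrays, no fold change can be given. At the other time points the untreated channel was saturated on 3 of 4 arrays for alpha-amylase A at 6 h, on 1 at 6 h and 3 at 18 h for alpha-amylase B, and on 0 for maltase 1 at 6 h. The log2 ratios there were -0.48, -0.41, -0.64 and -0.35; a toxin channel at the limit reads too low, so these negative values give neither a fold change nor a direction. For alpha-amylase 1 (CPIJ008079), the toxin channel was saturated on 2 of 4 arrays at 6 h, 3 at 12 h and 4 at 18 h, and the untreated channel on 0, 0 and 2. Its log2 change was 0.61 ± 0.64 at 6 h and 0.90 ± 0.27 at 12 h (adjusted p 0.00642, higher in toxin-treated larvae on 4 of 4 arrays), and no fold change is given at 18 h. Without replicate 4 its 6 h change passed the threshold too.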

We hypothesize that the repressed expression of these proteins might act as defense against the effects of Bin by reducing toxin recognition and absorption of nutritive substrates. 

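The Cdc42 homolog CPIJ014902 had a log2 change of -0.032 ± 0.087 at 6 h, 0.70 ± 0.46 at 12 h and 0.67 ± 0.43 at 18 h. The adjusted p was 0.00962 at 12 h and 0.0237 at 18 h (limma with Benjamini-Hochberg adjustment), and the change itself fell short of 0.75 at both. The refitted background correction moved it past the threshold, with 0.85 at 12 h and 0.76 at 18 h. It also passed without 12 h replicate 2 (0.88) and without 18 h replicate 3 (0.87), and from the deposited log ratios at 12 h (0.77). The per-array values at 18 h were 0.87, 0.71, 0.046 and 1.04.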

Toxin entry into cells by endocytosis may involve in the overexpression of Cdc-42 (CPIJ014902), a small GTPase of the Rho subfamily, during 12–18 h of Bin intoxication [33]. Moreover, transcripts related to intracellular membrane trafficking, including the small-GTP binding proteins Rab-5 (CPIJ001495), Rab-7 (CPIJ009089), Rab-8 (CPIJ006714), and Rab-10 (CPIJ005169), which are typical markers of early and late endosomes, were up-regulated after 6 h of Bin exposure, supporting the hypothesis that Bin toxin entry may involve the endocytic pathway. This observation is in agreement with a previous study on Bin internalization via receptor-mediated endocytosis [18].

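None of the 4 Rab transcripts passed the threshold at any time point, with the background correction as fitted or refitted. Rab-7 (CPIJ009089) changed by 0.47 ± 0.18 at 6 h, 0.19 ± 0.36 at 12 h and -0.043 ± 0.41 at 18 h, with an adjusted p of 0.0581 at 6 h (limma with Benjamini-Hochberg adjustment), and passed at 6 h with median centring in place of loess (0.76). For Rab-5 (CPIJ001495) the values were -0.0080 ± 0.13 at 6 h, -0.18 ± 0.20 at 12 h and -0.19 ± 0.32 at 18 h, for Rab-8A (CPIJ006714) 0.037 ± 0.17 at 6 h, -0.094 ± 0.22 at 12 h and 0.073 ± 0.10 at 18 h and for Rab-10 (CPIJ005169) -0.28 ± 0.073 at 6 h, -0.20 ± 0.14 at 12 h and 0.12 ± 0.19 at 18 h. The rho GTPase of Table 1 (CPIJ012218) was up-regulated by 1.25 ± 0.48 at 6 h and 1.17 ± 0.55 at 12 h (adjusted p 0.00191 and 0.00179), and stood at 0.19 ± 0.31 at 18 h.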

**Table 1:** Log_2_-fold values and functional groups of transcripts that were enriched or depleted in *C*. *quinquefasciatus* gut larvae in response to Bin treatment (LC_90_ dose) at 6, 12, or 18 h: (blood and sugar food digestive [DIG]; diverse functions [DIV]; immunity [IMM]; proteolysis [PRT]; redox, stress, and mitochondrion [RSM]; and transport [TRP]).

**Gene ID**	**Functional group**	**Gene name**	**Log_2_ fold**		
			**6 h**	**12 h**	**18 h**
**Toxin binding and entry**					
CPIJ008904	DIG	alpha-glucosidase		-1.764	-3.091
CPIJ008079	DIG	alpha-amylase 1		-2.53	-3.071
CPIJ001464	DIG	alpha-amylase A			-1.4
CPIJ005060	DIG	alpha-amylase B			-1.326
CPIJ013170	DIG	maltase 1			-0.988
CPIJ014902	DIV	CDC42 homolog		2.514	2.886
CPIJ006714	DIV	ras-related protein Rab-8A		1.238	1.54
CPIJ009089	DIV	ras-related protein Rab-7	0.902	1.111	0.852
CPIJ005169	DIV	ras-related protein Rab-10			0.862
CPIJ012218	DIV	Rho-GTPase	1.981	1.719	
CPIJ001495	DIV	Rab-5		0.786	
**Immune response**					
CPIJ014718	IMM	serine protease inhibitor 4, serpin-4	1.266	2.704	2.604
CPIJ012013	IMM	serine protease inhibitor, serpin	0.831	2.865	1.92
CPIJ012016	IMM	serine protease inhibitor, serpin			0.9
CPIJ007019	IMM	serine protease inhibitor		0.842	
CPIJ003759	IMM	serine protease inhibitor			0.884
CPIJ016297	IMM	serine protease inhibitor A3K			0.84
CPIJ006515	IMM	Toll9	1.391	1.121	
CPIJ008547	IMM	myd88	0.793	0.758	
CPIJ018307	IMM	myd88	0.77	0.823	
CPIJ000574	IMM	cathepsin L	0.847	1.298	
CPIJ012236	IMM	nuclear factor NF-kappa-B p105 subunit	1.688		0.81
CPIJ006917	DIV	NFkappaB essential modulator	1.044	1.351	1.419
CPIJ001276	IMM	defensin-A	-1.808	-1.86	-2.2
CPIJ010699	IMM	cecropin A	-1.305	-1.149	-1.761
**Cell death**					
CPIJ003274	TRP	vacuolar proton translocating ATPase 116 kDa		-0.983	-0.797
CPIJ003418	TRP	V-type ATP synthase beta chain			-0.754
CPIJ007772	TRP	ATP synthase alpha subunit vacuolar			-0.77
CPIJ016432	TRP	vacuolar ATP synthase subunit F			-0.751
CPIJ002067	TRP	vacuolar ATP synthase subunit C		-0.863	
CPIJ008618	TRP	chloride channel protein 7		1.075	1.16
CPIJ003880	TRP	chloride channel protein 2	-0.751	-1.866	-1.68
CPIJ012964	DIV	autophagy protein 9	1.16	1.08	
CPIJ002100	DIV	autophagy-specific gene 12			1.043
CPIJ002931	DIV	ubiquitin protein ligase		1.257	1.15
CPIJ001423	DIV	ubiquitin-activating enzyme E1			0.858
CPIJ018658	DIV	ubiquitin-conjugating enzyme E2			0.77
CPIJ004272	DIV	ubiquitin-conjugating enzyme rad6			0.929
CPIJ000897	DIV	proteasome subunit alpha type 1	-1.445	-1.732	
CPIJ006946	DIV	proteasome subunit alpha type 2		-1.725	-1.085
CPIJ003586	DIV	proteasome subunit alpha type 3	-1.088	-1.716	
**Gene ID**	**Functional group**	**Gene name**	**Log fold**		
			**6 h**	**12 h**	**18 h**
**Cell death**					
CPIJ010893	DIV	proteasome subunit alpha type 4	-1.017	-1.952	
CPIJ001707	DIV	proteasome subunit alpha type 6		-1.4	-0.766
CPIJ010114	DIV	proteasome subunit alpha type	-0.899	-1.115	
CPIJ008264	PRT	proteasome subunit beta type 3	-1.558	-1.908	
CPIJ003987	PRT	proteasome subunit beta type 1	-1.006	-1.372	
CPIJ001361	PRT	proteasome subunit beta type 8	-0.858	-1.543	
CPIJ003351	DIV	26S proteasome non-ATPase regulatory subunit 6	-1.064	-1.171	
CPIJ004894	IMM	bax inhibitor	0.837	0.976	0.856
CPIJ002689	IMM	survivin	-0.827	-0.95	
CPIJ002102	IMM	apoptosis 1 inhibitor		1.136	1.066
CPIJ009056	IMM	caspase-3		1.803	1.594
CPIJ009057	IMM	caspase-3	0.807	1.743	1.979
CPIJ012580	IMM	caspase-3			1.293
CPIJ008252	IMM	caspase		1.169	1.529
CPIJ008093	IMM	caspase-1	-0.81		
CPIJ006908	RSM	carboxylesterase-6		-1.189	-2.523
CPIJ002384	RSM	endoplasmin	-1.469	-2.013	
CPIJ011727	DIV	translocon-associated protein, gamma subunit	-1.435	-2	
CPIJ004301	DIV	endoplasmic oxidoreductin-1	-1.081	-1.761	
CPIJ002043	DIV	translocon-associated protein, delta subunit	-1.798	-1.665	
CPIJ004778	DIV	ER protein reticulon	-2.107	-1.575	
CPIJ013335	DIV	ctg4a	-1.116	-1.558	
CPIJ013741	RSM	mitochondrial 39S ribosomal protein L27		-0.815	
CPIJ012217	TRP	inositol 1,4,5-triphosphate receptor	0.78	0.999	
CPIJ005134	TRP	calpain	1.001	0.837	
CPIJ007376	TRP	calreticulin	-2.35	-2.788	-1.136
CPIJ009164	DIV	calnexin	-0.89	-0.778	
CPIJ000967	TRP	voltage-dependent anion-selective channel		-1.016	-0.833
CPIJ007967	RSM	mitochondrial import receptor subunit tom20		-1.731	-1.21
CPIJ002542	RSM	mitochondrial import receptor subunit tom40	-0.763	-1.091	
CPIJ010382	RSM	mitochondrial import inner membrane translocase subunit Tim10	-1.308	-1.893	
CPIJ013823	RSM	mitochondrial import inner membrane translocase subunit Tim22	-1.245	-1.49	
CPIJ018054	RSM	mitochondrial import inner membrane translocase subunit Tim8A	-1.473	-1.833	
CPIJ018687	RSM	mitochondrial import inner membrane translocase subunit Tim9		-1.106	
CPIJ010413	RSM	mitochondrial import inner membrane translocase subunit Tim23	-0.837		
CPIJ018666	RSM	NADH dehydrogenase flavoprotein2, mitochondrial		-1.102	-1.21
CPIJ018667	RSM	NADH dehydrogenase flavoprotein2, mitochondrial		-1.298	
CPIJ003877	RSM	NADH-ubiquinone oxidoreductase subunit B14.5b		-0.934	
CPIJ017732	RSM	NADH dehydrogenase 1 alpha subcomplex subunit 12		-0.918	
CPIJ019817	RSM	cytochrome c oxidase assembly protein COX19	-1.261	-1.536	-1.067
CPIJ015280	RSM	cytochrome c oxidase assembly protein COX11	-1.2	-1.907	-1.44
CPIJ016252	RSM	cytochrome c oxidase assembly protein COX15	-0.952	-1.547	
**Gene ID**	**Functional group**	**Gene name**	**Log fold**		
			**6 h**	**12 h**	**18 h**
**Cell death**					
CPIJ017747	RSM	cytochrome c oxidase assembly protein COX15		-0.966	
CPIJ019024	RSM	cytochrome c	-2.279	-2.817	-0.993
CPIJ007010	RSM	peroxisomal membrane protein pmp34	-1.744	-1.935	-2.146
CPIJ002253	RSM	mitochondrial carnitine/acylcarnitine carrier protein		-1.549	-1.137
CPIJ017288	RSM	mitochondrial solute carrier protein			-1.142
CPIJ019834	RSM	mitochondrial carnitine/acylcarnitine carrier protein		-1.638	-1.27
CPIJ019838	RSM	mitochondrial oxodicarboxylate carrier	-0.838	-1.197	
CPIJ012682	RSM	mitochondrial dicarboxylate carrier		-1.276	
CPIJ006475	RSM	mitochondrial 2-oxoglutarate/malate carrier protein		-0.946	
CPIJ016780	RSM	mitochondrial 2-oxoglutarate/malate carrier protein		-0.872	
CPIJ004719	IMM	superoxide dismutase 3.4, mitochondrial	-0.894	-2.095	-1.314

### Bin toxin induces *Culex* immune responses in the gut

Since the Bin toxin is bacteria-derived, it is likely that the toxin can elicit an immune response in the mosquitoes. Both increased and decreased expression of genes involved in the insect immune system were observed in response to treatment with Bin toxin (Table 1). 

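Of the 217 genes that S2 Table assigns to immunity, 6 were called lower and 21 higher at 6 h, 26 lower and 28 higher at 12 h, and 20 lower and 12 higher at 18 h. Median centring in place of loess gave 24 genes lower and 49 higher at 1 or more time points, against 32 and 38 with loess.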

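Table 1 lists 6 serine protease inhibitors, and 2 of them passed the threshold on these arrays. Serpin-4 (CPIJ014718) changed by 0.86 ± 0.24 at 6 h, 0.99 ± 0.53 at 12 h and 0.54 ± 0.40 at 18 h, with an adjusted p of 0.00938 at 6 h and 0.00248 at 12 h (limma with Benjamini-Hochberg adjustment). Its 6 h call was lost without replicate 2 (adjusted p 0.0582), and its 12 h call without replicate 3, where the change fell just short of the threshold. Serine protease inhibitor A3K (CPIJ016297) changed by 0.51 ± 0.36 at 6 h, 0.68 ± 0.43 at 12 h and 0.92 ± 0.58 at 18 h; its adjusted p of 0.0156 at 18 h rose to 0.0960, 0.0724 and 0.0769 without replicates 1, 2 and 4. The serpin CPIJ012013 varied between arrays as much as it changed (0.63 ± 0.71 at 6 h, 0.46 ± 0.64 at 12 h and -0.068 ± 0.28 at 18 h). It passed at 6 h with plain subtraction of the local background (0.97) and with no background correction (0.79). At 12 h it passed with plain subtraction (0.89) and with the scanner software's own log ratio (1.09). The other 3 stayed between 0.037 and 0.72 in mean log2 change (CPIJ012016, CPIJ007019 and CPIJ003759), and of these CPIJ007019 passed at 18 h with the refitted background correction (0.86) and without 18 h replicate 3. CPIJ016297 passed at 12 h without 12 h replicate 2.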

Serine protease inhibitors (serpins), which were up-regulated by Bin intoxication, regulate several immunity-related serine proteases in a number of insects [34, 35]. 

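The 2 antimicrobial peptides of Table 1 varied widely between replicates at 6 h. Defensin-A (CPIJ001276) had log2 ratios of -1.13, 2.30, -0.44 and -1.47 on the 4 arrays of 6 h, a mean of -0.18 ± 1.71. It was -0.98 ± 0.49 at 12 h (adjusted p 0.145, limma with Benjamini-Hochberg adjustment) and -1.58 ± 0.45 at 18 h (adjusted p 0.0502), lower on all 4 arrays at both. The 18 h change passed the threshold with the refitted background correction (-1.80, adjusted p 0.0186), from the deposited log ratios (-1.62) and in a separate fit of each time point. Without 6 h replicate 2, where defensin was higher, the 6 h mean was -1.01 and all 3 time points passed. Cecropin A (CPIJ010699) had log2 ratios of -0.63, 3.89, -0.089 and -1.13 at 6 h, where its toxin channel was not well above background on 1 array, and changed by -0.96 ± 0.57 at 12 h and -0.31 ± 0.14 at 18 h, with adjusted p of 0.261 and 0.773. Its 12 h change passed when 6 h replicate 2 was left out of the model.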

Transcripts related to antimicrobial peptides, including defensin (CPIJ001276) and cecropin (CPIJ010699), were down-regulated during 6–18 h of Bin exposure. It is possible that the innate immune response in *Culex* larvae is activated before 6 h of Bin treatment and then repressed after 6 h as a consequence of larval death. However, immune-related transcripts such as Toll9 (CPIJ006515), myd88 (CPIJ018307, CPIJ008547) and a lysosomal protease, cathepsin L (CPIJ000574), were enriched after 6–12 h of Bin exposure. 

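Cathepsin L (CPIJ000574) changed by 0.86 ± 0.10 at 6 h, 1.38 ± 0.11 at 12 h and -0.11 ± 0.27 at 18 h, with an adjusted p of 4.84e-05 at 6 h and 1.03e-06 at 12 h (limma with Benjamini-Hochberg adjustment). Both its spots were saturated in the toxin channel on 2 of 4 arrays at 6 h, 1 at 12 h and 3 at 18 h, and 1 or both on 4, 3 and 4 arrays. These values may therefore be too low, and the sizes of the differences between 18 h and the earlier time points are not reliable. With the scanner software's own log ratio the 6 h change fell short of the threshold. The myd88 gene CPIJ008547 changed by 0.88 ± 0.27 at 6 h, 0.78 ± 0.41 at 12 h and 0.61 ± 0.22 at 18 h and CPIJ018307 by 0.90 ± 0.43 at 6 h, 0.86 ± 0.58 at 12 h and 0.62 ± 0.37 at 18 h, and both passed the threshold at 6 and 12 h. Their 12 h changes were 0.58 and 0.58 without replicate 3, and CPIJ018307 lost its 6 h call without replicate 1 (adjusted p 0.0516) or replicate 4 (0.0748). Toll9 (CPIJ006515) rose by 0.53 ± 0.44 at 6 h, 0.65 ± 0.41 at 12 h and 0.40 ± 0.33 at 18 h and stayed under the threshold, with an adjusted p of 0.0721 at 6 h and a change short of 0.75 at 12 h (adjusted p 0.0200). It passed at 12 h without replicate 2 (0.75), and with median centring in place of loess at 6 h (0.80) and 12 h (0.87).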

Toll9 signaling likely activates nuclear factor NF-kappa-B (CPIJ012236) by up-regulation after 6–18 h of Bin treatment. It is possible that the overexpression of Toll9, myd88, cathepsin L, and nuclear factor NF-kappa-B indicates Toll pathway activation in response to a decreased level of AMPs, since the Toll pathway is important for maintaining the basal level of AMPs [36].

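The NF-kappa-B p105 subunit (CPIJ012236) was higher in toxin-treated larvae on all 4 arrays of each time point, with a log2 change of 0.85 ± 0.17 at 6 h, 0.62 ± 0.26 at 12 h and 0.41 ± 0.22 at 18 h. It passed the threshold at 6 h (adjusted p 0.000204, limma with Benjamini-Hochberg adjustment); at 12 h (adjusted p 0.00107) and 18 h (adjusted p 0.0222) the change was below 0.75. The NF-kappa-B essential modulator (CPIJ006917) followed the same course, at 0.83 ± 0.18 at 6 h, 0.65 ± 0.34 at 12 h and 0.49 ± 0.18 at 18 h. With median centring both also passed at 18 h, at 0.86 and 0.98.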

### Bin toxin regulates autophagic processes

We found that cell death-related genes belonging to the immunity (IMM); proteolysis (PRT); redox, stress, and mitochondrion (RSM); transport (TRP); and diverse functions (DIV) were differentially expressed in Bin toxin-exposed *Culex* larvae and to controls (Table 1). The vacuolar-type H^+^-ATPase (V-ATPase) uses energy from ATP hydrolysis to acidify the endosome compartment [37]. 

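The vacuolar proton translocating ATPase 116 kDa subunit (CPIJ003274) had a log2 change of 1.57 ± 1.04 at 6 h, 0.32 ± 1.01 at 12 h and 1.05 ± 0.65 at 18 h, above 0 at each time point. Its 6 h rise passed the threshold (adjusted p 0.0246, limma with Benjamini-Hochberg adjustment) but not without replicate 1 (adjusted p 0.134), 2 (0.128) or 4 (0.0604). The 4 vacuolar ATP synthase subunits of Table 1 did not pass the threshold at any time point. The beta chain (CPIJ003418) changed by 0.36 ± 0.35 at 6 h, -0.10 ± 0.10 at 12 h and -0.37 ± 0.26 at 18 h, the alpha subunit (CPIJ007772) by 0.31 ± 0.21 at 6 h, 0.093 ± 0.063 at 12 h and -0.14 ± 0.19 at 18 h, subunit F (CPIJ016432) by 0.50 ± 0.21 at 6 h, 0.13 ± 0.20 at 12 h and -0.28 ± 0.12 at 18 h and subunit C (CPIJ002067) by -0.059 ± 0.47 at 6 h, -0.72 ± 0.37 at 12 h and -0.24 ± 0.44 at 18 h. The fall of subunit F from 6 to 18 h was past the threshold (difference -0.77, adjusted p 0.00320). Subunit C reached -0.75 at 12 h and passed with the refitted background correction, as it did without 12 h replicate 1, 2 or 3 (-0.83, -0.77 and -0.75).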

During 12–18 h of Bin exposure, the transcript abundance of genes involved in proton transport, including the vacuolar proton translocating ATPase (CPIJ003274) and the vacuolar ATP synthase (CPIJ003418, CPIJ007772, CPIJ016432, CPIJ002067), was decreased, possibly because of the low ATP concentration in the Bin-exposed larval cells. This finding is in contrast to the vacuole formation of *H*. *pylori* VacA toxin, which is accomplished by increasing the V-ATPase activity [38, 39]. Our results support a TEM-based cytopathological study that showed the presence of vacuoles in the cells of Bin-treated mosquitoes, probably as a result of cytoplasmic organelle breakdown and not V-ATPase activity [19]. Moreover, the organelle swelling of cells treated with Bin from 6–18 h may have been caused by the down-regulation of transcripts encoding the chloride channel 2 protein (CPIJ003880), which is a ubiquitous chloride channel abundant in the plasma membrane that is involved in the regulation of cell volume [40]. 

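Chloride channel protein 2 (CPIJ003880) changed by -0.12 ± 0.38 at 6 h, -0.78 ± 0.35 at 12 h and -0.23 ± 0.33 at 18 h. It passed the threshold at 12 h (adjusted p 0.00451, limma with Benjamini-Hochberg adjustment), where the change was -0.63 without replicate 1 and -0.74 without replicate 4, and it fell short with median centring in place of loess. At 18 h, replicate 2 stood at -0.72 and the other 3 arrays between -0.10 and -0.033.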

Interestingly, the transcript level of the chloride channel 7 gene (CPIJ008618), which drives lysosomal acidification in endosomal/lysosomal compartments, was up-regulated after 12–18 h of Bin exposure [41, 42]; this increase in acidification may result in excessive autophagy. 

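Chloride channel protein 7 (CPIJ008618) stayed close to 0 on these arrays, with a log2 change of 0.029 ± 0.12 at 6 h, 0.046 ± 0.16 at 12 h and 0.10 ± 0.13 at 18 h and adjusted p of 0.804, 0.622 and 0.337 (limma with Benjamini-Hochberg adjustment). The largest of its 12 array values was 0.29, at 18 h replicate 4.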

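Autophagy protein 9 (CPIJ012964) changed by 0.66 ± 0.40 at 6 h, 0.38 ± 0.32 at 12 h and 0.067 ± 0.20 at 18 h, with an adjusted p of 0.0101 at 6 h (limma with Benjamini-Hochberg adjustment) and a change short of 0.75. The 6 h change passed the threshold with the refitted background correction (0.81) and without 6 h replicate 3 (0.79). Autophagy-specific gene 12 (CPIJ002100) lay below 0 at each time point, at -0.20 ± 0.071 at 6 h, -0.40 ± 0.18 at 12 h and -0.11 ± 0.13 at 18 h, and passed the threshold at none of them. Its adjusted p was 0.00102 at 12 h and 0.278 at 18 h.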

The up-regulation of the autophagy-specific genes Atg-9 (CPIJ012964) and Atg-12 (CPIJ002100) suggests that autophagy is activated in Bin-treated cells, resulting in the appearance of autophagic vacuolation. This finding agrees with a previous report showing that Bin-induced vacuole formation originates from autophagic processes [18]. Thus, Bin toxin may induce cellular detoxification by autophagic process as a defensive response to remove damaged cellular components during Bin exposure.

Our transcriptomic data also suggest that Bin toxin may induce the degradation of misfolded proteins and damaged organelles as well as the ubiquitin-proteasome system. At 6–12 h of treatment with Bin toxin, lysosomal cathepsin L (CPIJ000574) and the autophagy protein 9 (CPIJ012964) were up-regulated. Later, at 18 h, autophagy-specific gene 12 (CPIJ002100) was also up-regulated. These data suggest that Bin toxin causes cell death via protein degradation and autophagy.

Ubiquitination is another mechanism necessary for protein degradation via the ubiquitin-proteasome pathway. Our transcriptomic data indicated an up-regulation of Atg 12, one of the ubiquitin-like proteins that has been shown to contribute to proteasome inhibition and mitochondrial apoptosis [43, 44]. 

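All 6 proteasome alpha subunits (CPIJ000897, CPIJ006946, CPIJ003586, CPIJ010893, CPIJ001707 and CPIJ010114) were lower in toxin-treated larvae at 12 h, by -1.41 ± 0.026, -0.84 ± 0.044, -1.33 ± 0.16, -1.44 ± 0.11, -0.93 ± 0.19 and -1.22 ± 0.075 in log2, each past the threshold with adjusted p between 4.99e-07 and 0.000446 (limma with Benjamini-Hochberg adjustment). With median centring in place of loess, CPIJ006946 and CPIJ001707 fell short of the threshold at 12 h, and CPIJ003586, CPIJ010893 and CPIJ010114 at 6 h. At 6 h, 4 of them passed: CPIJ000897 (-1.19 ± 0.26), CPIJ003586 (-0.89 ± 0.69), CPIJ010893 (-0.81 ± 0.45) and CPIJ010114 (-0.88 ± 0.38). The 6 h changes of CPIJ003586 and CPIJ010893 fell short of 0.75 without replicate 1 (-0.68 and -0.70) or without replicate 2 (-0.69 and -0.66). At 18 h none of the 6 passed, and their changes lay between -0.64 and -0.22. The beta subunits of Table 1 followed the same course: CPIJ008264, CPIJ003987 and CPIJ001361 changed by -0.83, -0.90 and -1.44 at 6 h and by -1.08, -0.88 and -1.44 at 12 h. The 6 h call of CPIJ008264 was lost without replicate 1 (-0.69) or 2 (-0.71), and those of CPIJ003987 at both times with median centring. The 26S non-ATPase regulatory subunit CPIJ003351 changed by -1.18 ± 0.22 at 6 h, -1.25 ± 0.20 at 12 h and -0.37 ± 0.18 at 18 h.

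Among the ubiquitin enzymes, ubiquitin-activating enzyme E1 (CPIJ001423) rose at 18 h by 0.52 ± 0.12, a change below the 0.75 of the threshold at an adjusted p of 0.000392. Ubiquitin-conjugating enzyme E2 G2 (CPIJ018658) changed by 0.021 ± 0.26, ubiquitin-protein ligase (CPIJ002931) by 0.19 ± 0.24 and ubiquitin-conjugating enzyme rad6 (CPIJ004272) by 0.36 ± 0.25 at 18 h. None of these 4 passed the threshold at any time point, with the background correction as fitted or refitted. With median centring, CPIJ001423 (0.95) and CPIJ004272 (0.83) passed at 18 h.

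**Figure D3:**
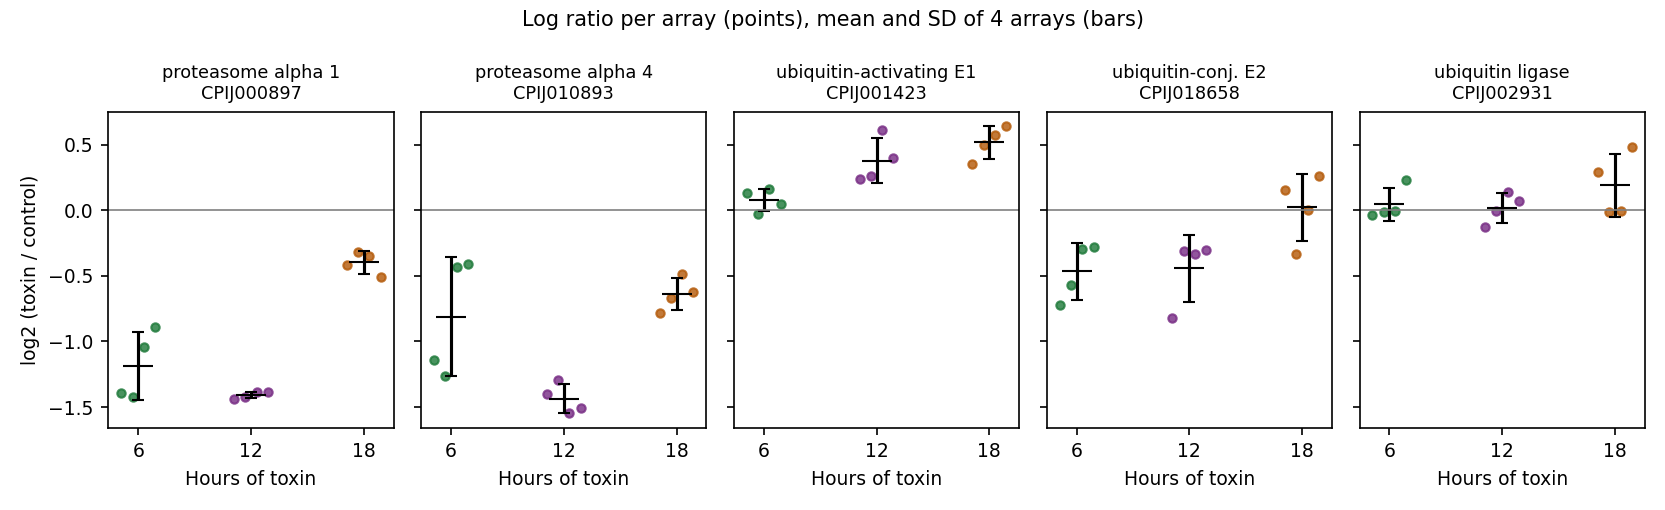
Log2 toxin over control (vertical axis) on each array (points) at 6, 12 and 18 h of toxin (horizontal axis), with the mean and SD of 4 arrays (bars), for 2 proteasome subunits and 3 ubiquitin enzymes. All points of CPIJ000897 at 6 and 12 h lie below -0.75, while those of the ubiquitin enzymes at 18 h lie closer to 0.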

Here, protein degradation by ubiquitin-proteasome system was indicated by the overexpression of ubiquitin enzymes including ubiquitin-activating enzyme E1 (CPIJ001423), ubiquitin-conjugating enzyme E2 (CPIJ018658), and ubiquitin-protein ligase (CPIJ002931) at 18 h of Bin exposure; in contrast, transcripts encoding proteasome subunits (CPIJ000897, CPIJ006946, CPIJ003586, CPIJ010893, CPIJ001707, CPIJ010114) were down-regulated after 6 h of Bin treatment. These results suggest that Bin exposure results in a lower expression of proteasome subunits at 6 h, which could result in the aggregation of misfolded proteins, potentially leading to the induction of ubiquitination-related transcripts related to the degradation of these misfolded proteins. Also, these misfolded proteins potentially induce apoptosis, as shown by repressed expression of survivin (CPIJ002689) during 6–12 h of Bin exposure [45–47]. In contrast, transcripts encoding apoptosis inhibitor (CPIJ002102) were up-regulated after 12 h of Bin treatment.

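Survivin (CPIJ002689) changed by 0.15 ± 0.22 at 6 h, 0.26 ± 0.27 at 12 h and 0.13 ± 0.24 at 18 h in log2, with adjusted p of 0.387, 0.104 and 0.463 (limma with Benjamini-Hochberg adjustment). The changes at 6 and 12 h were no larger than the spread between the 4 arrays.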

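The apoptosis 1 inhibitor CPIJ002102 did not change beyond the spread between arrays, with a log2 change of -0.054 ± 0.40 at 6 h, -0.028 ± 0.19 at 12 h and 0.14 ± 0.36 at 18 h and adjusted p of 0.901 at 12 h and 0.560 at 18 h (limma with Benjamini-Hochberg adjustment).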

### Bin toxin alters ER-associated genes

Our transcriptomic data further revealed that transcripts associated with the ER, such as carboxylesterase-6 (CPIJ006908), endoplasmin (CPIJ002384), translocon-associated proteins (CPIJ011727, CPIJ002043), endoplasmic oxidoreductin-1 (CPIJ004301), and the ER protein reticulin (CPIJ004778) were down-regulated after 6 h of Bin exposure. These changes in ER-associated transcripts could alter the balance of protein synthesis and the accumulation of misfolded proteins in the endoplasmic reticulum, causing ER stress [19, 48]. 

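Among the ER transcripts, 5 were down-regulated at both 6 and 12 h. Endoplasmin (CPIJ002384) changed by -1.48 ± 0.11 at 6 h, -1.58 ± 0.14 at 12 h and -0.10 ± 0.27 at 18 h, and the translocon-associated proteins by -1.37 ± 0.57 at 6 h, -1.53 ± 0.45 at 12 h and -0.19 ± 0.18 at 18 h (CPIJ011727) and by -1.63 ± 0.16 at 6 h, -1.81 ± 0.089 at 12 h and -0.37 ± 0.088 at 18 h (CPIJ002043). Endoplasmic oxidoreductin-1 (CPIJ004301) stood at -1.23 ± 0.34 at 6 h, -1.64 ± 0.16 at 12 h and -0.81 ± 0.24 at 18 h, and the ER protein reticulon (CPIJ004778) at -1.52 ± 0.23 at 6 h, -2.17 ± 0.32 at 12 h and -0.57 ± 0.20 at 18 h. Their adjusted p at 12 h were between 7.18e-08 and 0.000212 (limma with Benjamini-Hochberg adjustment). At 18 h only endoplasmic oxidoreductin-1 passed, and its change fell just short of the threshold without replicate 1 (-0.74) or replicate 2; it fell short at 18 h with median centring as well. All 5 differed between 12 and 18 h, by 0.84 to 1.60 in log2. Carboxylesterase-6 (CPIJ006908) changed by 0.20 ± 0.20 at 6 h, -0.034 ± 0.19 at 12 h and -0.33 ± 0.15 at 18 h and did not pass the threshold.

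**Figure D4:**
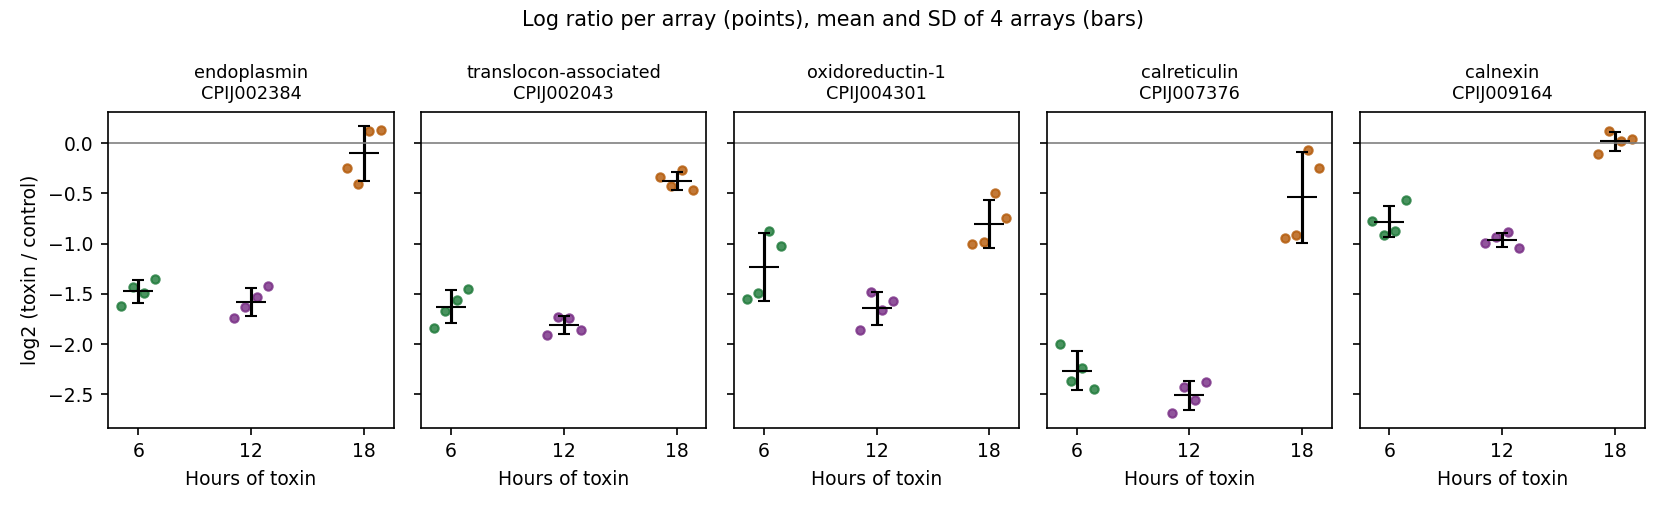
Log2 toxin over control (vertical axis) on each array (points) at 6, 12 and 18 h of toxin (horizontal axis), with the mean and SD of 4 arrays (bars), for endoplasmin, a translocon-associated protein, endoplasmic oxidoreductin-1, calreticulin and calnexin. For each gene, the mean at 18 h lies closer to 0 than the means at 6 and 12 h.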

The occurrence of ER stress induced by Bin toxin could also affect Ca^2+^ release from ER lumen into the cytosol, as shown by the increased transcript abundance of inositol trisphosphate receptor (InsP3R) (CPIJ012217) and calpain (CPIJ005134) during 6–12 h of Bin treatment as well as the decreased transcript abundance of calreticulin (CPIJ007376) and calnexin (CPIJ009164) [49, 50]. 

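Calreticulin (CPIJ007376) showed one of the larger falls among the genes of Table 1, with a log2 change of -2.26 ± 0.19 at 6 h, -2.51 ± 0.14 at 12 h and -0.54 ± 0.45 at 18 h and adjusted p of 1.96e-06 at 6 h and 5.64e-07 at 12 h (limma with Benjamini-Hochberg adjustment). Calnexin (CPIJ009164) changed by -0.78 ± 0.16 at 6 h, -0.97 ± 0.069 at 12 h and 0.021 ± 0.094 at 18 h; its 6 h change was -0.74 without replicate 2, and it fell short of the threshold at 6 h with median centring in place of loess. Both differed between 12 and 18 h (by 1.97 and 0.99). Calpain (CPIJ005134) rose on all 4 arrays at 6 and 12 h, by 0.57 ± 0.18 (adjusted p 0.000120) and 0.38 ± 0.12 (adjusted p 0.00105), less than the 0.75 of the threshold. With median centring in place of loess, calpain passed at 6 h (0.82). The inositol trisphosphate receptor (CPIJ012217) changed by 0.19 ± 0.11 at 6 h and 0.34 ± 0.35 at 12 h, with adjusted p of 0.362 and 0.0771.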

An increased cytosolic Ca^2+^ concentration triggers the translocation of inactive calpain from cytosol to membrane and the activation of calpain [51, 52]. Activated calpain can in turn activate the proapoptotic protein BAX which causes potential mitochondrial membrane loss, resulting in the swelling of the mitochondria and the release of apoptogenic proteins from them [53, 54]. Interestingly, our results indicated that transcripts encoding the Bax inhibitor (CPIJ004894), which regulates ER stress-associated mitochondrial Ca^2+^ accumulation, were up-regulated during 6–18 h of Bin treatment [55].

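The Bax inhibitor (CPIJ004894) changed by 0.71 ± 0.35 at 6 h, 0.85 ± 0.15 at 12 h and 0.43 ± 0.33 at 18 h in log2. It passed the threshold at 12 h (adjusted p 0.000797, limma with Benjamini-Hochberg adjustment). At 6 h the change was short of 0.75 (adjusted p 0.00388), and at 18 h the adjusted p was 0.0529. The 6 h change passed without replicate 4 (0.83), and both passed with median centring in place of loess (1.00 and 0.86).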

### Bin toxin induces the degradation of mitochondria

Previous investigation of Bin toxin-induced cellular pathology using TEM have found the occurrence of endoplasmic reticulum (ER) and mitochondrial breakdown after 6 and 18 h of Bin treatment [19]. An increased cytosolic Ca^2+^ concentration can trigger Ca^2+^ flux into the mitochondria through voltage-dependent anion-selective channels (VDAC) in closed configuration, leading to outer mitochondrial membrane permeabilization and apoptogenic release [56, 57]. Furthermore, the down-regulation of transcripts associated with mitochondrial protein transporters including the outer/inner membrane translocase complex (TOM CPIJ007967, CPIJ002542 and TIM CPIJ010382, CPIJ013823, CPIJ018054, CPIJ018687, CPIJ010413) after 6 h of Bin treatment may lead to the reduced translocation of mitochondrial proteins into mitochondria and a decreased outer/inner mitochondrial membrane potential, resulting in the degradation of the mitochondrial membrane [58]. Also, transcripts encoding VDAC (CPIJ000967) on the outer mitochondrial membrane, which regulates the transport of ATP, ADP, Ca^2+^, and metabolites, were down-regulated during 12–18 h of Bin exposure, suggesting that mitochondrial energy production and metabolism should be disrupted [59]. 

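The inner membrane translocase subunits CPIJ010382, CPIJ013823 and CPIJ018054 were down-regulated at 6 h, by -1.28 ± 0.57, -1.05 ± 0.11 and -1.16 ± 0.68 in log2, and at 12 h, by -1.87 ± 0.12, -1.33 ± 0.16 and -1.62 ± 0.14, with adjusted p between 2.30e-07 and 0.00149 (limma with Benjamini-Hochberg adjustment). CPIJ018687 passed at 12 h (-0.81 ± 0.16), though not with median centring in place of loess. CPIJ010413 changed by -0.71 ± 0.14 at 6 h, -0.74 ± 0.15 at 12 h and 0.39 ± 0.15 at 18 h and passed at 6 h (-0.81) and 12 h (-0.82) with the refitted background correction, at 6 h without replicate 3 (-0.78) and at 12 h without replicate 2 or 3. Of the outer membrane receptors, CPIJ007967 was lower by -0.94 ± 0.14 at 12 h and stood at -0.10 ± 0.35 at 6 h, a difference past the threshold (adjusted p 0.0177); with median centring its 12 h change fell short. CPIJ002542 changed by -0.54 ± 0.13 at 6 h, -0.60 ± 0.12 at 12 h and 0.24 ± 0.12 at 18 h, with adjusted p of 0.000115 and 3.27e-05 at 6 and 12 h and changes below 0.75. None of the 7 passed at 18 h.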

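The voltage-dependent anion-selective channel CPIJ000967 changed by 0.051 ± 0.18 at 6 h, -0.19 ± 0.061 at 12 h and 0.011 ± 0.13 at 18 h in log2 on these arrays, with adjusted p of 0.634, 0.0441 and 0.924 (limma with Benjamini-Hochberg adjustment), and did not reach the threshold of 0.75.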

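The 2 NADH dehydrogenase flavoprotein 2 genes, CPIJ018666 and CPIJ018667, were down-regulated at 12 h, by -0.79 ± 0.25 and -0.96 ± 0.35 in log2 (adjusted p 8.77e-05 and 0.000187, limma with Benjamini-Hochberg adjustment). The change of CPIJ018666 was -0.69 without replicate 4. At 6 h they stood at -0.057 ± 0.16 and -0.25 ± 0.25, and at 18 h at -0.67 ± 0.15 and -0.55 ± 0.15. The other NADH dehydrogenase genes, CPIJ003877 and CPIJ017732, changed by -0.25 ± 0.33 and -0.58 ± 0.23 at 12 h and did not pass. Of the cytochrome c oxidase assembly proteins, CPIJ019817 and CPIJ015280 were down-regulated at 6 h (-0.94 ± 0.53 and -0.90 ± 0.15) and 12 h (-1.24 ± 0.30 and -1.5 ± 0.30), and CPIJ016252 at 12 h (-1.40 ± 0.28). CPIJ017747 changed by -0.66 ± 0.40 at 12 h and passed with the refitted background correction (-0.85) and without replicate 2 (-0.85). At 18 h, the changes of the 4 lay between -0.61 and -0.18, under the threshold. With median centring in place of loess, CPIJ018666 fell short at 12 h, and CPIJ019817 and CPIJ015280 at 6 h.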

A disruption in ATP/ADP exchange across the mitochondrial membrane occurs as a result of the decrease in the rate of the mitochondrial electron transport chain caused by the suppressed expression of NADH dehydrogenases (CPIJ018666, CPIJ018667, CPIJ003877, CPIJ017732) and cytochrome c oxidase (COX) assembly proteins (CPIJ019817, CPIJ015280, CPIJ016252, CPIJ017747), including cytochrome c (CPIJ019024), during 6–18 h of Bin treatment, leading to the loss of ATP synthesis. Moreover, transcripts related to mitochondrial carrier proteins on the inner mitochondrial membrane (CPIJ002253, CPIJ017288, CPIJ019834, CPIJ006475, CPIJ016780) were down-regulated after 12 h of Bin exposure and probably caused mitochondrial inner membrane hyperpolarization and matrix swelling [60]. 

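The carnitine/acylcarnitine carriers CPIJ002253 and CPIJ019834 stood short of the threshold at 6 h (-0.49 ± 0.34 and -0.42 ± 0.33 in log2) and were down-regulated at 12 h, by -1.34 ± 0.29 and -1.55 ± 0.25 (adjusted p 2.47e-05 and 4.68e-06, limma with Benjamini-Hochberg adjustment). Both differences between 12 and 6 h were past the threshold (-0.85 and -1.13). At 18 h CPIJ019834 passed (-0.95 ± 0.14), though not with median centring in place of loess, and CPIJ002253 stood at -0.74 ± 0.18 and passed without replicate 1 (-0.76) or 3 (-0.82). The 2-oxoglutarate/malate carriers CPIJ006475 and CPIJ016780 changed by -0.74 ± 0.16 and -0.72 ± 0.12 at 12 h, just short of 0.75, and passed with the refitted background correction (-0.79 and -0.79) or without 12 h replicate 2 (-0.78 and -0.76). CPIJ006475 passed without 12 h replicate 1 as well (-0.79). The solute carrier CPIJ017288 changed by 0.54 ± 0.34 at 6 h, -0.11 ± 0.14 at 12 h and -0.12 ± 0.34 at 18 h. Table 1 also lists an oxodicarboxylate carrier (CPIJ019838) and a dicarboxylate carrier (CPIJ012682), which were lower at 12 h by -1.01 ± 0.36 and -1.23 ± 0.17, and the peroxisomal membrane protein pmp34 (CPIJ007010), which was lower at each time point (-0.96 ± 0.27 at 6 h, -1.22 ± 0.51 at 12 h and -0.96 ± 0.35 at 18 h); with median centring it fell short of the threshold at 6 and 18 h.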

Alternatively, the down-regulation of the mitochondrial electron transport chain may have caused the generation of reactive oxygen species (ROS) because the mitochondrial electron transport chain is a major site of oxygen metabolism and ROS production, which are important in the pathogenesis and triggering of cell death [61]. Moreover, a repressed transcription of superoxide dismutase (CPIJ004719) after 6 h of Bin treatment would also increase the production of ROS. These results suggest that alterations in the ER and mitochondria produced by Bin toxin exposure can trigger oxidative damage, accumulation of mitochondrial ROS, and mitochondrial membrane permeabilization, inducing apoptosis via the increased transcription of caspase-3 (CPIJ009056, CPIJ009057 and CPIJ012580) as shown the overexpression after 6–18 h of Bin exposure. 

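The mitochondrial superoxide dismutase CPIJ004719 changed by -0.34 ± 0.28 at 6 h, -1.17 ± 0.28 at 12 h and -0.49 ± 0.25 at 18 h in log2. It passed the threshold at 12 h (adjusted p 5.09e-05, limma with Benjamini-Hochberg adjustment) and not at 6 h (adjusted p 0.0880), and the difference of -0.83 between the 2 times was itself past the threshold (adjusted p 0.0358). At 18 h the adjusted p was 0.0233, with a change below 0.75.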

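The 3 caspase-3 transcripts took different courses, and none passed the threshold on these arrays. CPIJ009056 rose by 0.22 ± 0.19 at 6 h, 0.71 ± 0.21 at 12 h and 0.33 ± 0.24 at 18 h in log2, and its adjusted p of 0.000334 at 12 h (limma with Benjamini-Hochberg adjustment) went with a change just short of 0.75. CPIJ012580 was lower in toxin-treated larvae at each time point, by -0.41 ± 0.23 at 6 h, -0.60 ± 0.11 at 12 h and -0.17 ± 0.21 at 18 h, with an adjusted p of 0.000605 at 12 h. A further caspase of Table 1 (CPIJ008252) lay at 0.095 ± 0.19 at 6 h, -0.044 ± 0.078 at 12 h and -0.020 ± 0.021 at 18 h; its toxin channel was not well above background on 2 of 4 arrays at 6 h and 3 of 4 at 12 h. CPIJ009056 passed the threshold at 12 h with plain subtraction of the local background (0.77), with median centring in place of loess (0.94), with the scanner software's own log ratio (0.84) and without replicate 1 (0.76) or 2 (0.79), and at 18 h with median centring (0.76). The refitted background correction brought none of these transcripts past the threshold. From the changes of ER and mitochondrial transcripts and the higher caspase-3 expression in its own analysis, the paper proposes that Bin exposure causes oxidative damage and mitochondrial membrane permeabilization, which lead to apoptosis. Its evidence is not from arrays alone: by qPCR it reports a significant rise of caspase-3 (CPIJ009057) at 12 and 18 h. It also cites earlier findings of raised caspase-3 activity and of mitochondrial breakdown.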

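CPIJ014995, a transcript that the paper's text gives as caspase-8 and S3 Table as cytochrome c, changed by 0.27 ± 0.55 at 6 h, 0.94 ± 0.54 at 12 h and 0.043 ± 0.29 at 18 h in log2. At 12 h it passed the threshold as a rise (adjusted p 0.00777, limma with Benjamini-Hochberg adjustment), with array values of 0.74, 0.99, 0.37 and 1.65; without replicate 4 the 12 h change was 0.70 and fell short of it, as the change did in a separate fit of each time point and with scale normalization between arrays. At 6 and 18 h the adjusted p were 0.442 and 0.917.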

Whereas transcript encoding caspase-8 (CPIJ014995) was not significantly changed from that of non-treated cells, indicating that damage from Bin exposure may not involve the death receptor or the extrinsic pathway. These results suggest that Bin intoxication of *Culex* larvae induces mitochondrial degradation, followed by the induction of apoptosis.

### Real-time qPCR confirmation of cell death-related genes

Real-time qPCR was used to validate the microarray expression data of cell death-related genes, including caspase-1, caspase-3, and cytochrome c (Fig 4). 

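For the caspase-3 transcript CPIJ009057, the log2 ratios on the 4 arrays were 0.59, 0.52, -0.0057 and 0.65 at 6 h, 0.53, 0.016, 0.66 and 0.16 at 12 h and 1.01, 0.40, 0.027 and 0.68 at 18 h. Their means were 0.44 ± 0.30 at 6 h, 0.34 ± 0.30 at 12 h and 0.53 ± 0.42 at 18 h, with adjusted p of 0.0817, 0.122 and 0.0467 (limma with Benjamini-Hochberg adjustment). The change was below 0.75 at each time point. The refitted background correction gave means of 0.49, 0.38 and 0.62. At 18 h, the transcript passed the threshold with plain subtraction of the local background (0.78) and with the scanner software's own log ratio (0.91). The qPCR measurements are of separate assays and were not analysed here.

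**Figure D5:**
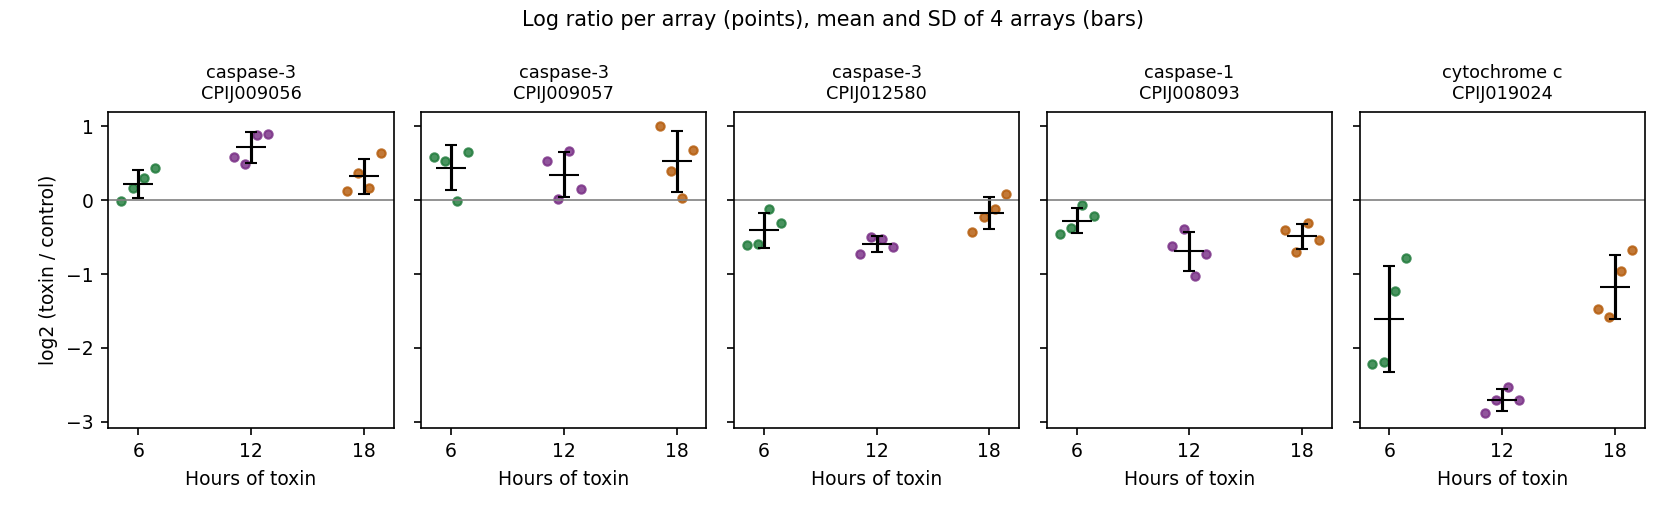
Log2 toxin over control (vertical axis) on each array (points) at 6, 12 and 18 h of toxin (horizontal axis), with the mean and SD of 4 arrays (bars), for 3 caspase-3 transcripts, caspase-1 and cytochrome c. The means of the caspase transcripts lie within 0.75 of 0 at every time point, and those of cytochrome c between -2.71 and -1.17.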

Consistent with the increased caspase-3 activity shown in our recent report, we found that both microarray and qPCR analyses showed that transcripts encoding caspase-3 (CPIJ009057) were significantly up-regulated after 12–18 h of Bin exposure [19]. In addition, the expression of cytochrome c, which is involved in the mitochondrial apoptotic pathway, was also repressed [62]. Both microarray and qPCR analyses showed that transcripts encoding caspase-1 (CPIJ008093) were down-regulated after 6 h of Bin exposure. These results support that pathway involved in mitochondria-mediated apoptosis, rather than necrosis, is induced in Bin toxin-treated *Culex* larvae, leading to larval death.

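Cytochrome c (CPIJ019024) was down-regulated at all 3 time points, with a log2 change of -1.61 ± 0.72 at 6 h, -2.71 ± 0.15 at 12 h and -1.17 ± 0.43 at 18 h and adjusted p of 0.000607, 9.25e-06 and 0.00592 (limma with Benjamini-Hochberg adjustment). It was lower in toxin-treated larvae on all 12 arrays, with values of -2.22, -2.19, -1.22 and -0.79 at 6 h. The difference of 1.53 between 18 and 12 h was past the threshold (adjusted p 0.0173). With median centring in place of loess the 18 h change was -0.74 and fell just short.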

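Caspase-1 (CPIJ008093) was lower in toxin-treated larvae at each time point, by -0.28 ± 0.17 at 6 h, -0.69 ± 0.26 at 12 h and -0.49 ± 0.17 at 18 h in log2. Its adjusted p was 0.0722 at 6 h, 0.000335 at 12 h and 0.00686 at 18 h (limma with Benjamini-Hochberg adjustment), and its change stayed below 0.75. It passed the threshold at 12 h with the refitted background correction (-0.77) and without 12 h replicate 2.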

**Fig 4:**
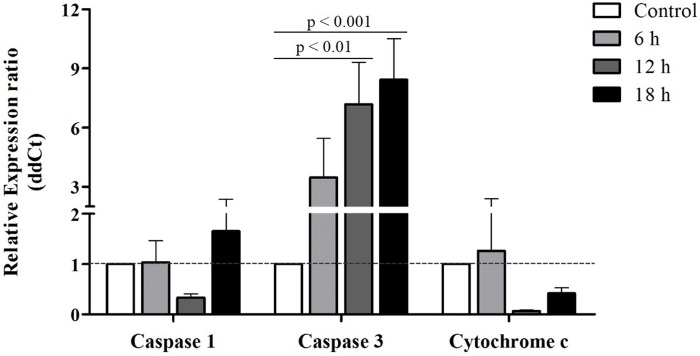
Real-time qPCR confirmation of cell death-related genes in *Culex* treated with Bin toxin at 6, 12, or 18 h. Bar charts represent -fold changes in caspase-1, caspase-3, and cytochrome c gene expression levels relative to levels in the non-treated *C*. *quinquefasciatus* larval gut. Error bars indicate the standard error of the mean from four biological replicates by Student’s *t*-test. Numeric data is presented in S3 Table.

## Conclusion

In summary, our transcriptomic analysis of the *C*. *quinquefasciatus* gut after Bin toxin treatment has revealed a wide range of transcriptional responses, including toxin binding, metabolism, immunity, cellular stress, and cell death. Especially, cellular detoxification by autophagic pathway and mitochondria-mediated apoptosis are involved in Bin intoxication of *Culex* larvae. After the entry of Bin toxin into the cells via receptor-mediated endocytosis, it apparently exerts its cytotoxicity through a variety of intracellular targets. The mitochondria are one of its intracellular targets, as indicated by the decreased in transcript abundance of mitochondrial genes, leading to a reduction in cellular ATP synthesis, followed by outer/inner mitochondrial membrane permeabilization and apoptotic cell death regulated by caspase-3. Transcripts related to protein degradation are involved in autophagy and ubiquitin-proteasome degradation during Bin intoxication. Bin toxin also disrupts the ER through an alteration of Ca^2+^ homeostasis and increased cytosolic Ca^2+^, possibly caused by the loss of mitochondrial membrane potential. Taken together, our data provide insights into the transcriptomic responses in the gut of *C*. *quinquefasciatus* larvae during Bin toxin exposure. In addition to confirming the cellular pathology previously investigated by TEM, our study provides an additional dataset and proposed hypotheses for further characterization of the results of Bin exposure at the molecular level.

## Supporting information

S1 Table Hierarchical cluster analysis of 703 transcripts that were significantly regulated at all three (6-, 12-, and 18-h) time points of Bin toxin-treated *C*. *quinquefasciatus* larvae. (DOCX) Click here for additional data file.

S2 Table The functional groups of the total 3,781 transcripts were enriched or depleted in *C*. *quinquefasciatus* gut larvae in response to LC_90_ dose of Bin toxin at 6, 12, or 18 h. Functional group abbreviations: CST, cytoskeletal and structural function; CSR, chemosensory reception; DIG, blood and sugar food digestive; DIV, diverse functions; IMM, immunity; MET, metabolism; PRT, proteolysis; RSM, redox, stress, and mitochondrion; RTT, replication, transcription, and translation; TRP, transport; UNK, unknown function.
(DOCX) Click here for additional data file.

S3 Table Averaged data from four biological replicate Real-time qPCR assays of caspase-1, caspase-3, and cytochrome c gene expression after 6, 12, or 18 h of Bin exposure. The fold change in gene expression levels relative to levels in the non-treated *C*. *quinquefasciatus* larval gut (control) is shown. p-values are for a Student’s *t*-test comparing fold change in gene expression upon Bin intoxicated cells. *, p<0.05; SEM, standard error of the mean.
(DOCX) Click here for additional data file.

# Supplementary material for: Molecular analysis of Culex quinquefasciatus larvae responses to Lysinibacillus sphaericus Bin toxin
**Source:** PLoS One. 2017 Apr 13;12(4):e0175473. doi: 10.1371/journal.pone.0175473
**Supplement:** S1 Table

**Table S1:** Hierarchical cluster analysis of 703 transcripts that were significantly regulated at all three (6-, 12-, and 18-h) time points of Bin toxin-treated (LC_90_ dose) *C. quinquefasciatus* larvae.

# Supplementary material for: Molecular analysis of Culex quinquefasciatus larvae responses to Lysinibacillus sphaericus Bin toxin
**Source:** PLoS One. 2017 Apr 13;12(4):e0175473. doi: 10.1371/journal.pone.0175473
**Supplement:** S2 Table — Functional group abbreviations: CST, cytoskeletal and structural function; CSR, chemosensory reception; DIG, blood and sugar food digestive; DIV, diverse functions; IMM, immunity; MET, metabolism; PRT, proteolysis; RSM, redox, stress, and mitochondrion; RTT, replication, transcription, and translation; TRP, transport; UNK, unknown function.

**Table S2** The functional groups of the total 3,781 transcripts were enriched or depleted in *C. quinquefasciatus* gut larvae in response to LC_90_ dose Bin treatment at 6, 12, or 18 h. Functional group abbreviations: CST, cytoskeletal and structural function; CSR, chemosensory reception; DIG, blood and sugar food digestive; DIV, diverse functions; IMM, immunity; MET, metabolism; PRT, proteolysis; RSM, redox, stress, and mitochondrion; RTT, replication, transcription, and translation; TRP, transport; UNK, unknown function.

# Supplementary material for: Molecular analysis of Culex quinquefasciatus larvae responses to Lysinibacillus sphaericus Bin toxin
**Source:** PLoS One. 2017 Apr 13;12(4):e0175473. doi: 10.1371/journal.pone.0175473
**Supplement:** S3 Table — The fold change in gene expression levels relative to levels in the non-treated C. quinquefasciatus larval gut (control) is shown. p-values are for a Student’s t-test comparing fold change in gene expression upon Bin intoxicated cells. *, p<0.05; SEM, standard error of the mean.

**Table S3:** Averaged data from four biological replicate Real-time qPCR assays of caspase-1, caspase-3, and cytochrome c gene expression after 6, 12, or 18 h of Bin exposure. The fold change in gene expression levels relative to levels in the non-treated *C. quinquefasciatus* larval gut (control) is shown. p-values are for a Student’s *t*-test comparing fold change in gene expression upon Bin intoxicated cells. *, p<0.05; SEM, standard error of the mean.

|  | **6 h of Bin exposure** | | | **12 h of Bin exposure** | | | **18 h of Bin exposure** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Fold change** | **SEM** | **p-value** | **Fold change** | **SEM** | **p-value** | **Fold change** | **SEM** | **p-value** |
| **Caspase 1**  **(CPIJ008093)** | 1.037 | 0.426 | > 0.999 | 0.332 | 0.079 | 0.9604 | 1.656 | 0.706 | 0.9624 |
| **Caspase 3**  **(CPIJ009057)** | 3.464 | 1.983 | 0.3494 | 7.176 | 2.138 | 0.0032* | 8.422 | 2.068 | 0.0005* |
| **Cytochrome c**  **(CPIJ014995)** | 1.262 | 1.133 | 0.9974 | 0.067 | 0.019 | 0.9035 | 0.418 | 0.108 | 0.9730 |

How the deposited data were processed for this re-analysis (not part of the article)

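The data are 12 Agilent arrays of larval midgut RNA with 2 colours each, 4 biological replicates at each of 6, 12 and 18 h of exposure to Bin toxin. Untreated RNA was in Cy3 and toxin-treated RNA in Cy5 on every array.

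Per the file headers, the intensity values are medians of the pixels of each spot and of its local background in each channel, which the authors obtained from the scanned images with Agilent's Feature Extraction software and deposited without normalization; a further pair of intensity columns is background-subtracted and dye-normalized by that software. The log10 values in the deposited scanner output are, per the file headers, the logarithm of the dye-normalized Cy5 intensity over the Cy3 intensity, as the software wrote them. The log2 values in the table that the authors deposited are log ratios of toxin over control after background correction and loess normalization; limma's normexp method with an offset of 16 and loess gave the deposited values to within 4.98e-08. The files also hold marks per spot for saturation, outlying pixels, uneven local background and signal well above background.

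For the main results, the local background was corrected with normexp (offset 50) on median signals, the log2 ratios of toxin over control were normalized by loess within each array without control spots (1417 of 45220 spots), spots marked as outlying were set to missing before loess, and the spots of a gene were averaged with avereps, which left 19751 genes with 2 to 6 spots each. A linear model with a mean for each time point was fitted to all 12 arrays with lmFit and eBayes. Each mean was tested against 0, and each pair of time points by a contrast. P-values were adjusted by the Benjamini-Hochberg method for each test over all genes. A gene was called at an adjusted p under 0.05 and a log2 change of at least 0.75. Measures per array were compared by exact permutation of 4 against 4 arrays (70 assignments, smallest p 0.0286) or by flipping signs. The analyses used R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and Python 3.11.15 with matplotlib 3.10.9 for figures.

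Named are every gene whose identifier the paper gives in its results, Table 1 or S3 Table, and at each time point the 3 largest rises and the 3 largest falls among called genes whose 4 arrays changed in the same direction and whose spots were well above background on all 4 arrays in a channel. No fold change is given for a gene at a time point where its spots were saturated or dim throughout a channel. The log2 ratios printed for alpha-amylases A and B and maltase 1 at such time points are not read as fold changes. Gene names are those that the paper's tables pair with the identifiers, since the reference tables hold 0 of them.

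The alternatives were plain subtraction of the background or none, median centring in place of loess, scale normalization between arrays, outlying spots kept, dim probes left out (16690 genes remain), the brightest probe of each gene, the scanner software's own log ratio, the deposited log ratios, a separate fit of each time point, an intensity trend in the prior variance, replicate number as a block, unadjusted p-values, adjustment over all 3 time points, no fold threshold, and each of the 12 arrays left out in turn. A further pair was added after the data were seen: normexp fitted without the spots of uneven local background, which were then missing, and a fit without the 3 arrays whose log ratios were narrow. The mean spot signal, slide as a block and tests of gene sets were left out, since the files hold no mean signal, each slide holds 1 time point and the descriptions in the files used here cover called genes only. Quantitative PCR values were not analysed.

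The signal was well above background for 78.5% to 81.7% of the spots as medians of the time points and channels, and the number of arrays limits the precision. The pipeline was tested on simulated data with the spread of these arrays, where 200 genes were changed: 198, 197 and 198 were recovered at 6, 12 and 18 h, with 0, 0 and 2 false calls, and 195 of 200 differences between 18 and 6 h.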

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

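The tests of the narrow log ratios, of saturated spots, of the shared slides and of the background correction given here were chosen only after the results were seen; those over other assignments of the channels and other splits of the arrays were planned.

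For each named gene and time point, the array farthest from the other 3 was compared with them by Dixon's gap ratio at its 95% critical value. Chance marks about 1 in 20 such groups, or 15.7 of the 314 tested, and 23 arrays stood apart. In 16 of these values the array was not one of the 3 with narrow log ratios. They were, as log2 of toxin over control with the range of the other 3 arrays: on 12 h replicate 4, CPIJ008904 at -0.78 against -1.19 to -1.14; CPIJ002542 at -0.78 against -0.54 to -0.53; on 12 h replicate 1, CPIJ012016 at 0.72 against -0.15 to -0.085; CPIJ003759 at 0.28 against -0.051 to -0.035; CPIJ018658 at -0.82 against -0.33 to -0.30; on 12 h replicate 3, CPIJ008547 at 1.40 against 0.53 to 0.61; CPIJ004272 at 0.24 against -0.13 to -0.12; CPIJ013215 at 4.28 against 2.61 to 2.83; on 18 h replicate 4, CPIJ008618 at 0.29 against 0.015 to 0.058; CPIJ001707 at -0.55 against -0.13 to -0.067; CPIJ003987 at -0.33 against -0.18 to -0.16; CPIJ002689 at 0.48 against -0.010 to 0.033; CPIJ019834 at -1.16 against -0.91 to -0.86; CPIJ003381 at 3.03 against 2.25 to 2.33; on 18 h replicate 2, CPIJ003880 at -0.72 against -0.10 to -0.033; on 6 h replicate 4, CPIJ002931 at 0.23 against -0.033 to -0.0062. A count of 23 is above 15.7, but the genes share arrays and are not independent, so the excess was not tested. The design gives no condition that differs within a time point, and no biological explanation was tested for single arrays.

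The other 7 were on the arrays with narrow log ratios: on 12 h replicate 2, CPIJ006946 at -0.90 against -0.82 to -0.81; CPIJ018687 at -0.58 against -0.91 to -0.88; CPIJ019838 at -0.48 against -1.20 to -1.18; CPIJ003983 at 1.44 against 3.28 to 3.37; CPIJ007035 at -1.37 against -4.83 to -4.24; on 18 h replicate 3, CPIJ015280 at -0.29 against -0.74 to -0.67; on 6 h replicate 3, CPIJ008878 at -2.48 against -3.83 to -3.79. When normexp was fitted without the spots of uneven local background, 16 arrays in all stood apart, 3 of them on these arrays. The narrow log ratios may account for 4 of the 7, whose gap to the nearest other array closed by more than 50%: CPIJ018687 came to -0.74 against -0.91 to -0.88, CPIJ019838 to -1.20 against -1.25 to -1.18, CPIJ015280 to -0.62 against -0.74 to -0.67 and CPIJ008878 to -3.57 against -3.98 to -3.79. They are argued against for the other 3, of which the gap closed by more than 50% for 0. CPIJ006946 lay farther from 0 than on the other arrays, the reverse of a narrowing, and moved on to -1.02 against -0.83 to -0.81; it still stood apart, as did CPIJ003983 (1.42 against 3.27 to 3.37). CPIJ007035 (-1.56 against -4.85 to -4.25) no longer passed the critical value but stayed nearer to 0 than the other 3 arrays.

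At 18 h, replicate 3 stood apart from the other 3 arrays as a whole. The SD of its log2 ratios over genes was 0.232, against 0.389 to 0.418, and 52.9% of its genes at least 0.75 from 0 were lower in toxin-treated larvae, against 41.6% to 43.1%. It is 1 of the 3 arrays with narrow log ratios. Their median interquartile range was 0.153 times that of the other 9, but 0.977 times with normexp refitted without the spots of uneven local background and 0.874 times in the scanner software's own log ratios. A weaker response of those larvae would have narrowed the scanner's ratios as well, so the tables argue against it as the whole cause. A candidate explanation is that a few spots in a bright local background widened the estimate of the background and so pulled the log ratios toward 0. In simulated spots, 11 such spots lowered the slope on the true log ratio from 0.665 to 0.205. After the refit the share of lower genes on this array was 53.8%, against 41.8 to 43.4% on the other 3, and the SD was 0.377, against 0.389 to 0.418. The width of the array thus came back into the range of the others or near it, while its share of lower genes did not. After the refit this share was also the highest of its time point on 6 h replicate 3 (68.3%, against 49.7% to 56.9%). The same held for 12 h replicate 2 (58.9%, against 48.2% to 57.1%). Before the refit these arrays stood at 50.5% and 50.4%. The cause of the higher shares stays open. Since the explanation was found and tested on the same arrays, it remains a hypothesis.

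The toxin's effect differed between time points for a number of named genes, in limma's test of the difference itself. Between 6 h and 12 h, 7 named genes differed, with an adjusted p from 0.00766 to 0.0496 (limma with Benjamini-Hochberg adjustment): as log2 at 12 h minus 6 h, CPIJ007967 -0.84, CPIJ002253 -0.85, CPIJ019834 -1.13, CPIJ012682 -0.87, CPIJ006475 -0.98, CPIJ004719 -0.83 and CPIJ002679 1.00. Between 12 h and 18 h, 23 named genes differed, with an adjusted p from 2.35e-05 to 0.0256 (limma with Benjamini-Hochberg adjustment): as log2 at 18 h minus 12 h, CPIJ000574 -1.49, CPIJ000897 1.01, CPIJ010893 0.80, CPIJ001361 0.93, CPIJ003351 0.87, CPIJ002384 1.48, CPIJ011727 1.34, CPIJ004301 0.84, CPIJ002043 1.44, CPIJ004778 1.60, CPIJ007376 1.97, CPIJ009164 0.99, CPIJ002542 0.83, CPIJ010382 1.29, CPIJ013823 1.16, CPIJ018054 1.37, CPIJ010413 1.13, CPIJ015280 0.90, CPIJ016252 1.02, CPIJ019024 1.53, CPIJ012682 1.12, CPIJ009451 -1.79 and CPIJ002361 -2.93. Between 6 h and 18 h, 20 named genes differed, with an adjusted p from 2.10e-05 to 0.0491 (limma with Benjamini-Hochberg adjustment): as log2 at 18 h minus 6 h, CPIJ008904 -1.44, CPIJ000574 -0.96, CPIJ016432 -0.77, CPIJ000897 0.79, CPIJ001361 0.93, CPIJ003351 0.81, CPIJ002384 1.37, CPIJ011727 1.18, CPIJ002043 1.25, CPIJ004778 0.95, CPIJ007376 1.72, CPIJ009164 0.80, CPIJ002542 0.78, CPIJ013823 0.88, CPIJ010413 1.1, CPIJ009451 -1.51, CPIJ008878 2.63, CPIJ002679 1.62, CPIJ002361 -2.10 and CPIJ006617 -1.02.

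For these 50 differences, chance as the source of so many was tested over all genes: the real split of 8 arrays into 2 time points gave the highest number of genes in each of the 3 comparisons, which is 1 of 35 splits each time, so chance can be excluded for the number of genes. The narrow log ratios of 3 arrays are argued against, since all 50 stayed past the threshold in the same direction after the refit. Saturated spots can be excluded for 45 of the 50, which had none on any array of either time point. The other 5 are those of CPIJ000574 and CPIJ009451 between 12 and 18 h, and those of CPIJ000574, CPIJ009451 and CPIJ002361 between 6 and 18 h. In the toxin channel, CPIJ000574 had a saturated spot on 4 arrays at 6 h, 3 at 12 h and 4 at 18 h, CPIJ009451 on 2, 2 and 4, and CPIJ002361 on 1 at 6 h and 0 at 18 h. A saturated spot reads too low. For CPIJ002361 this makes the fall from 6 to 18 h smaller, so saturation is argued against as its cause (1 difference). For the other 4 the sizes and p-values are not reliable, and saturation stays open as their cause. A dye effect of a gene cancels between time points only if it is the same on every slide, which was not tested; one that differs between slides stays open. The within-array normalization stays open for the 50 differences. With median centring in place of loess, 0 genes passed in limma between 6 and 12 h (1904 at an unadjusted p under 0.05), so the 7 differences between these times were lost. Between 12 and 18 h 239 genes passed, and between 6 and 18 h 359, totals that do not tell which of the named differences were kept. With scale normalization between arrays these numbers were 2, 10 and 84. Time of exposure and slide or scan cannot be told apart, because 0 slides hold arrays of more than 1 time point. An effect of the exposure time remains among the open explanations.

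Genes outside the list that the paper gives in S2 Table also passed the threshold: 60 at 6 h, 237 at 12 h and 123 at 18 h, or 317 genes at any time point. The background correction is argued against as the cause, since 306 of the 317 also passed in the same direction with plain subtraction of the local background, and 289 did so with each of plain subtraction, no background correction, the scanner software's own log ratio, the deposited log ratios and the refitted background correction. Over other assignments of toxin and control to the channels, the real one gave the most changed genes (1 of 100, itself included), so chance can be excluded for the total of changed genes, though not for any of the 317 singly. A gene-specific dye effect stays open, as every array has toxin in Cy5, and so does a response to the toxin. The paper does not list these genes in S2 Table. Its text does give CPIJ014995, which passed at 12 h here, as not significantly changed.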

How the results depend on the processing

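The refit of the background correction and the fit without the 3 arrays of narrow log ratios were chosen only after the data were seen; the other alternatives were set before the data were examined.

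Counts are called changed here when they moved by more than 1.5 times, and shares when they moved by more than 1 SD of the 4 arrays. All 26 results kept their size and side of the threshold with outlying spots kept, dim probes left out, the brightest probe of each gene and the deposited log ratios. The same held for the 18 counts with an intensity trend in the prior variance, the replicate block and adjustment over all 3 time points. The replicate block gave 363 genes higher and 439 lower at 6 h, 624 and 840 at 12 h, and 350 and 244 at 18 h. Arrays with the same replicate number at 2 time points had residual log2 ratios (after their time point's mean was taken off) that correlated across genes with r from -0.237 to 0.420, of which 7 of 12 were positive. After the refit, 11 of 12 were positive, from 0.0596 to 0.394, and that of replicate 4 at 6 and 18 h was -0.106. Whether arrays of the same number share a source was not tested; the block was not run with the refit, and the other fits use no pairing.

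Plain subtraction of the local background gave more genes past the threshold: 566 higher and 757 lower at 6 h, 1108 higher and 1412 lower at 12 h, 668 higher and 489 lower at 18 h, 3190 at 1 or more time points, 1428 at 2 or more, 382 at all 3, 599 different between 6 h and 12 h, 1057 different between 12 h and 18 h, 1136 different between 6 h and 18 h; metabolism genes: 80 lower at 6 h, 75 lower at 18 h; spread (SD over genes) per array, 12 h minus 6 h: 0.131 (exact permutation test, p 0.0286); spread (SD over genes) per array, 12 h minus 18 h: 0.130 (exact permutation test, p 0.0286); the cause was not tested.

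Leaving out the background correction gave genes past the threshold: 385 lower at 18 h, 432 different between 6 h and 12 h, 801 different between 12 h and 18 h, 935 different between 6 h and 18 h; metabolism genes: 61 lower at 18 h; spread (SD over genes) per array, 12 h minus 6 h: 0.103 (exact permutation test, p 0.0286); spread (SD over genes) per array, 12 h minus 18 h: 0.122 (exact permutation test, p 0.0286); the cause was not tested.

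The scanner software's own log ratio gave genes past the threshold: 700 higher and 941 lower at 6 h, 1612 higher and 1678 lower at 12 h, 949 higher and 910 lower at 18 h, 4455 at 1 or more time points, 1839 at 2 or more, 496 at all 3, 636 different between 6 h and 12 h, 1154 different between 12 h and 18 h, 1182 different between 6 h and 18 h; metabolism genes: 88 lower at 6 h, 87 lower at 18 h; spread (SD over genes) per array, 12 h minus 6 h: 0.171 (exact permutation test, p 0.0286); spread (SD over genes) per array, 12 h minus 18 h: 0.112 (exact permutation test, p 0.0286); mean share of lower genes among large changes per array, 12 h: 49.5%; the cause was not tested.

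Median centring in place of loess changed genes past the threshold: 732 higher and 228 lower at 6 h, 1144 higher and 509 lower at 12 h, 1376 higher and 109 lower at 18 h, 443 at all 3, 0 different between 6 h and 12 h, 239 different between 12 h and 18 h, 359 different between 6 h and 18 h; metabolism genes: 56 higher at 6 h, 72 lower and 63 higher at 12 h, 16 lower and 73 higher at 18 h; mean share of lower genes among large changes per array, 6 h: 29.3%; mean share of lower genes among large changes per array, 12 h: 32.6%; mean share of lower genes among large changes per array, 18 h: 10.7%; mean share of lower genes among large changes per array, all 3 time points: 24.2% (exact sign-flip permutation test, p 0.00293); the cause was not tested. The median log2 ratio over all genes moved by less than 0.1 in each setting.

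Scale normalization between arrays gave fewer genes past the threshold: 50 higher and 116 lower at 6 h, 82 higher and 243 lower at 12 h, 46 higher and 45 lower at 18 h, 494 at 1 or more time points, 82 at 2 or more, 6 at all 3, 2 different between 6 h and 12 h, 10 different between 12 h and 18 h, 84 different between 6 h and 18 h; metabolism genes: 9 lower and 3 higher at 6 h, 24 lower and 4 higher at 12 h, 3 lower and 4 higher at 18 h. By construction it brings all arrays to a common width, which stretches the narrow arrays and narrows the others. The median SD between arrays over the values of Table 1 was 0.878, against 0.25 without it.

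A separate fit of each time point gave genes past the threshold: 140 lower at 18 h; metabolism genes: 15 higher at 18 h; the cause was not tested. Unadjusted p-values with the fold threshold gave genes past the threshold: 379 different between 6 h and 12 h, as they must exceed the adjusted calls. Without the fold threshold the numbers were higher by construction: genes past the threshold: 1688 higher and 1911 lower at 6 h, 3097 higher and 3475 lower at 12 h, 1801 higher and 1320 lower at 18 h, 8663 at 1 or more time points, 3622 at 2 or more, 1007 at all 3, 550 different between 6 h and 12 h, 1692 different between 12 h and 18 h, 1463 different between 6 h and 18 h; metabolism genes: 124 lower and 69 higher at 6 h, 207 lower and 92 higher at 12 h, 100 lower and 64 higher at 18 h.

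With normexp refitted, the results that moved were genes past the threshold: 376 different between 6 h and 12 h, 732 different between 12 h and 18 h, 880 different between 6 h and 18 h; spread (SD over genes) per array, 12 h minus 6 h: 0.0970 (exact permutation test, p 0.0286); spread (SD over genes) per array, 12 h minus 18 h: 0.119 (exact permutation test, p 0.0286); mean share of lower genes among large changes per array, 6 h: 57.4%. Leaving out the 3 arrays of narrow log ratios together gave genes past the threshold: 536 higher at 18 h, 274 different between 6 h and 12 h. Beyond the simulated spots given above, the cause was not tested.

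With each array left out in turn, the lowest and highest numbers were 292 to 440 genes higher and 341 to 569 lower at 6 h; 527 to 770 genes higher and 694 to 1073 lower at 12 h; 253 to 537 genes higher and 168 to 320 lower at 18 h; 1654 to 2123 changed at 1 or more time points; 744 to 918 changed at 2 or more time points; 161 to 241 changed at all 3 time points; 311 to 694 different between 12 h and 18 h; 96 to 338 different between 6 h and 12 h; 377 to 646 different between 6 h and 18 h; 44 to 64 metabolism genes lower and 30 to 40 higher at 6 h; 92 to 138 metabolism genes lower and 35 to 44 higher at 12 h; 29 to 49 metabolism genes lower and 15 to 30 higher at 18 h. The mean share of lower genes among large changes per array lay between 51.6% and 54.5% (12 h), 42.1% and 45.8% (18 h), 52.1% and 54.6% (6 h), 49.7% and 51.2% (all 3 time points). The spread of log ratios per array differed by 0.0666 to 0.160 (12 h minus 18 h), 0.0617 to 0.148 (12 h minus 6 h), -0.0481 to 0.0314 (18 h minus 6 h). The mean distance of 12 h arrays to 6 h arrays minus that to 18 h arrays lay between -7.55 and -4.73.

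Some of these moved by more than 1.5 times or past a threshold. Without 12 h replicate 2, 338 genes differed between 6 and 12 h and 694 between 12 and 18 h, the spread differed by 0.148 between 12 and 6 h and by 0.160 between 12 and 18 h (exact permutation test, p = 0.0286 each, the smallest that 3 against 4 arrays allow), and the exact permutation test of the distances gave p = 0.0286. The number of genes different between 6 and 12 h was 112 without 6 h replicate 4, 117 without 12 h replicate 3 and 96 without 12 h replicate 4. At 18 h, 537 genes were higher without replicate 3, and 15 metabolism genes were higher without replicate 2 or without replicate 4. The side with more genes at 18 h changed without replicate 4, with 262 higher and 295 lower.

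Of the 113 calls among named genes, none changed direction in any setting. Median centring lost 20 and gained 28, scale normalization kept 8 and gained 0, the scanner software's own log ratio lost 5 and gained 28, and a separate fit of each time point lost 11 and gained 2. Plain subtraction gained 28, no background correction 21, the deposited log ratios 8, the refit 16 and the fit without the 3 arrays 18, and none of these lost any. With the brightest probe of each gene, 1 was lost and 4 were gained. Without single arrays, between 0 and 6 were lost.

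Among the pre-set alternatives, the mean spot signal was not run, because the deposited spot values hold medians. Slide or scan as a block could not be fitted, because each slide and each scan holds 1 time point. Sets of genes of 1 function could not be tested over the array, because the files used here describe only genes that the study called, so the sets would be incomplete. A separate fit gives no test between time points. Signal over background limits the log ratios: 3061 of 19751 genes had no spot that was well above background in a channel on all 4 arrays of any time point, and their values rest on dim spots. At the other end, saturated spots bound what can be said of the brightest genes, such as the amylases.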

Differences from the paper's values

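All comparisons with the paper's values in this part use tests planned before the data were examined, apart from the refitted background correction and the fit without the 3 arrays of narrow log ratios, which were chosen only after the values were seen.

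Table 1 of the paper gives 169 log2 changes for which a value could be computed, and 123 of them differ: their sign differs, or they lie farther apart than the SD of the 4 arrays. The number was 24 of 48 at 6 h, 55 of 75 at 12 h and 44 of 46 at 18 h. Both are log2 of toxin over control. Here, 77 of the 169 passed the threshold in the paper's direction (29 at 6 h, 43 at 12 h and 5 at 18 h), 1 in the other direction, and 91 did not pass. The sign was opposite for 16. Over all pre-set alternatives the number that differed ranged from 68 with scale normalization between arrays to 130 without 6 h replicate 2. With scale normalization the median SD of the 4 arrays was 0.878, against 0.25 without it, and the median distance from the paper's values was 0.493, against 0.495.

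The following values of the paper were reached by no pre-set alternative and by no alternative added later. CPIJ008079 stood at -2.53 at 12 h in the paper and at 0.90 here. CPIJ014902 had the paper's value of 2.514 at 12 h and 2.886 at 18 h, against 0.70 and 0.67 here. CPIJ006714 stood at 1.238 at 12 h and 1.54 at 18 h in the paper and at -0.094 and 0.073 here. CPIJ009089 had the paper's value of 1.111 at 12 h, against 0.19 here. CPIJ005169 stood at 0.862 at 18 h in the paper and at 0.12 here. CPIJ001495 had the paper's value of 0.786 at 12 h, against -0.18 here. CPIJ014718 stood at 2.704 at 12 h and 2.604 at 18 h in the paper and at 0.99 and 0.54 here. CPIJ012013 had the paper's value of 2.865 at 12 h and 1.92 at 18 h, against 0.46 and -0.068 here. CPIJ006515 stood at 1.391 at 6 h in the paper and at 0.53 here. CPIJ006917 had the paper's value of 1.351 at 12 h, against 0.65 here. CPIJ003274 stood at -0.797 at 18 h in the paper and at 1.05 here. CPIJ007772 had the paper's value of -0.77 at 18 h, against -0.14 here. CPIJ008618 stood at 1.075 at 12 h and 1.16 at 18 h in the paper and at 0.046 and 0.10 here. CPIJ003880 had the paper's value of -0.751 at 6 h, -1.866 at 12 h and -1.68 at 18 h, against -0.12, -0.78 and -0.23 here. CPIJ012964 stood at 1.08 at 12 h in the paper and at 0.38 here. CPIJ002100 had the paper's value of 1.043 at 18 h, against -0.11 here. CPIJ002931 stood at 1.257 at 12 h and 1.15 at 18 h in the paper and at 0.020 and 0.19 here. CPIJ018658 had the paper's value of 0.77 at 18 h, against 0.021 here. CPIJ006946 stood at -1.085 at 18 h in the paper and at -0.29 here. CPIJ001707 had the paper's value of -0.766 at 18 h, against -0.22 here. CPIJ008264 stood at -1.558 at 6 h in the paper and at -0.83 here. CPIJ002689 had the paper's value of -0.827 at 6 h and -0.95 at 12 h, against 0.15 and 0.26 here.

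More values were reached by none of the alternatives, planned or added. CPIJ002102 stood at 1.136 at 12 h and 1.066 at 18 h in the paper and at -0.028 and 0.14 here. CPIJ009056 had the paper's value of 1.803 at 12 h and 1.594 at 18 h, against 0.71 and 0.33 here. CPIJ009057 stood at 1.743 at 12 h and 1.979 at 18 h in the paper and at 0.34 and 0.53 here. CPIJ012580 had the paper's value of 1.293 at 18 h, against -0.17 here. CPIJ008252 stood at 1.169 at 12 h and 1.529 at 18 h in the paper and at -0.044 and -0.020 here. CPIJ008093 had the paper's value of -0.81 at 6 h, against -0.28 here. CPIJ006908 stood at -1.189 at 12 h and -2.523 at 18 h in the paper and at -0.034 and -0.33 here. CPIJ012217 had the paper's value of 0.78 at 6 h and 0.999 at 12 h, against 0.19 and 0.34 here. CPIJ000967 stood at -1.016 at 12 h and -0.833 at 18 h in the paper and at -0.19 and 0.011 here. CPIJ007967 had the paper's value of -1.21 at 18 h, against -0.21 here. CPIJ003877 stood at -0.934 at 12 h in the paper and at -0.25 here. CPIJ015280 had the paper's value of -1.44 at 18 h, against -0.61 here. CPIJ007010 stood at -2.146 at 18 h in the paper and at -0.96 here.

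These values of the paper came within 1 SD with scale normalization between arrays, and with no other pre-set alternative and no added one. CPIJ008904 stood at -1.764 at 12 h and -3.091 at 18 h in the paper and at -1.07 and -1.62 here. CPIJ009089 had the paper's value of 0.852 at 18 h, against -0.043 here. CPIJ012236 stood at 1.688 at 6 h in the paper and at 0.85 here. CPIJ006917 had the paper's value of 1.419 at 18 h, against 0.49 here. CPIJ001276 stood at -1.86 at 12 h in the paper and at -0.98 here. CPIJ003274 had the paper's value of -0.983 at 12 h, against 0.32 here. CPIJ003418 stood at -0.754 at 18 h in the paper and at -0.37 here. CPIJ016432 had the paper's value of -0.751 at 18 h, against -0.28 here. CPIJ006946 stood at -1.725 at 12 h in the paper and at -0.84 here. CPIJ003586 had the paper's value of -1.716 at 12 h, against -1.33 here. CPIJ010893 stood at -1.952 at 12 h in the paper and at -1.44 here. CPIJ001707 had the paper's value of -1.4 at 12 h, against -0.93 here. CPIJ008264 stood at -1.908 at 12 h in the paper and at -1.08 here. CPIJ003987 had the paper's value of -1.372 at 12 h, against -0.88 here. CPIJ002384 stood at -2.013 at 12 h in the paper and at -1.58 here. CPIJ004778 had the paper's value of -2.107 at 6 h, against -1.52 here. CPIJ013741 stood at -0.815 at 12 h in the paper and at -0.54 here. CPIJ005134 had the paper's value of 1.001 at 6 h and 0.837 at 12 h, against 0.57 and 0.38 here. CPIJ007376 stood at -2.788 at 12 h in the paper and at -2.51 here. CPIJ007967 had the paper's value of -1.731 at 12 h, against -0.94 here. CPIJ002542 stood at -1.091 at 12 h in the paper and at -0.60 here. CPIJ018687 had the paper's value of -1.106 at 12 h, against -0.81 here.

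Scale normalization alone among the pre-set alternatives also reached these values. CPIJ018666 stood at -1.21 at 18 h in the paper and at -0.67 here. CPIJ015280 had the paper's value of -1.2 at 6 h and -1.907 at 12 h, against -0.90 and -1.5 here. CPIJ016252 stood at -0.952 at 6 h in the paper and at -0.65 here. CPIJ007010 had the paper's value of -1.744 at 6 h, against -0.96 here. CPIJ002253 stood at -1.137 at 18 h in the paper and at -0.74 here. CPIJ017288 had the paper's value of -1.142 at 18 h, against -0.12 here. CPIJ004719 stood at -0.894 at 6 h, -2.095 at 12 h and -1.314 at 18 h in the paper and at -0.34, -1.17 and -0.49 here.

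With median centring in place of loess and with scale normalization between arrays, but with no other pre-set alternative, these values of the paper came within 1 SD. CPIJ009089 stood at 0.902 at 6 h in the paper and at 0.47 here. CPIJ014718 had the paper's value of 1.266 at 6 h, against 0.86 here. CPIJ001423 stood at 0.858 at 18 h in the paper and at 0.52 here. CPIJ004272 had the paper's value of 0.929 at 18 h, against 0.36 here. CPIJ001361 stood at -0.858 at 6 h in the paper and at -1.44 here. CPIJ004894 had the paper's value of 0.856 at 18 h, against 0.43 here. CPIJ002043 stood at -1.665 at 12 h in the paper and at -1.81 here. CPIJ004778 had the paper's value of -1.575 at 12 h, against -2.17 here. CPIJ018054 stood at -1.833 at 12 h in the paper and at -1.62 here. CPIJ017732 had the paper's value of -0.918 at 12 h, against -0.58 here.

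Only median centring in place of loess among the pre-set alternatives reached these values. CPIJ012016 stood at 0.9 at 18 h in the paper and at 0.34 here. CPIJ003759 had the paper's value of 0.884 at 18 h, against 0.31 here. CPIJ012236 stood at 0.81 at 18 h in the paper and at 0.41 here.

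For the values that follow, each sentence names every alternative that came within 1 SD of the 4 arrays, and the other pre-set alternatives did not. CPIJ012218 at 6 h was 1.981 in the paper and 1.25 here, and within reach with plain subtraction of the local background, scale normalization between arrays and the scanner software's own log ratio. CPIJ012218 at 12 h was 1.719 in the paper and 1.17 here, and within reach with plain subtraction of the local background, no background correction, median centring in place of loess, the brightest probe of each gene, the scanner software's own log ratio, the deposited log ratios, the fit without 12 h replicate 1 and the fit without 12 h replicate 2; the fit without the 3 arrays of narrow log ratios, chosen after seeing the values, also reached it. CPIJ006515 at 12 h was 1.121 in the paper and 0.65 here, and within reach with plain subtraction of the local background, median centring in place of loess, the scanner software's own log ratio, the fit without 12 h replicate 1, the fit without 12 h replicate 2 and the fit without 12 h replicate 4; the fit without the 3 arrays of narrow log ratios, chosen after seeing the values, also reached it. CPIJ006917 at 6 h was 1.044 in the paper and 0.83 here, and within reach with plain subtraction of the local background, median centring in place of loess, scale normalization between arrays, the scanner software's own log ratio and the fit without 6 h replicate 1. CPIJ001276 at 18 h was -2.2 in the paper and -1.58 here, and within reach with plain subtraction of the local background, no background correction, scale normalization between arrays and the scanner software's own log ratio. CPIJ010699 at 6 h was -1.305 in the paper and 0.51 here, and within reach with plain subtraction of the local background and the scanner software's own log ratio. CPIJ010699 at 18 h was -1.761 in the paper and -0.31 here, and within reach with plain subtraction of the local background and the scanner software's own log ratio. CPIJ012964 at 6 h was 1.16 in the paper and 0.66 here, and within reach with plain subtraction of the local background and the fit without 6 h replicate 1. CPIJ000897 at 12 h was -1.732 in the paper and -1.41 here, and within reach with scale normalization between arrays and the scanner software's own log ratio. CPIJ019834 at 18 h was -1.27 in the paper and -0.95 here, and within reach with scale normalization between arrays and the scanner software's own log ratio. CPIJ010114 at 12 h was -1.115 in the paper and -1.22 here, and within reach with median centring in place of loess, scale normalization between arrays and the scanner software's own log ratio. CPIJ009164 at 12 h was -0.778 in the paper and -0.97 here, and within reach with median centring in place of loess, scale normalization between arrays and the scanner software's own log ratio. CPIJ009057 at 6 h was 0.807 in the paper and 0.44 here, and within reach with plain subtraction of the local background, no background correction, median centring in place of loess, the scanner software's own log ratio and the deposited log ratios; the refitted background correction, chosen after seeing the values, also reached it. CPIJ011727 at 12 h was -2 in the paper and -1.53 here, and within reach with median centring in place of loess, scale normalization between arrays, the deposited log ratios, the fit without 12 h replicate 1, the fit without 12 h replicate 2 and the fit without 12 h replicate 3; the fit without the 3 arrays of narrow log ratios, chosen after seeing the values, also reached it. CPIJ002043 at 6 h was -1.798 in the paper and -1.63 here, and within reach with scale normalization between arrays, the scanner software's own log ratio, the fit without 6 h replicate 2, the fit without 6 h replicate 3 and the fit without 6 h replicate 4; the fit without the 3 arrays of narrow log ratios, chosen after seeing the values, also reached it. CPIJ007376 at 18 h was -1.136 in the paper and -0.54 here, and within reach with the fit without 18 h replicate 4.

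The same reading applies to further genes of Table 1. CPIJ002542 at 6 h was -0.763 in the paper and -0.54 here, and within reach with scale normalization between arrays, the brightest probe of each gene and the scanner software's own log ratio. CPIJ013823 at 6 h was -1.245 in the paper and -1.05 here, and within reach with scale normalization between arrays and the brightest probe of each gene. CPIJ013823 at 12 h was -1.49 in the paper and -1.33 here, and within reach with median centring in place of loess, scale normalization between arrays, the scanner software's own log ratio, the deposited log ratios and the fit without 12 h replicate 3. CPIJ018666 at 12 h was -1.102 in the paper and -0.79 here, and within reach with median centring in place of loess, scale normalization between arrays, the scanner software's own log ratio, the fit without 12 h replicate 1 and the fit without 12 h replicate 2; the fit without the 3 arrays of narrow log ratios, chosen after seeing the values, also reached it. CPIJ019817 at 12 h was -1.536 in the paper and -1.24 here, and within reach with plain subtraction of the local background, no background correction, scale normalization between arrays, the brightest probe of each gene, the scanner software's own log ratio, the deposited log ratios, the fit without 12 h replicate 1, the fit without 12 h replicate 2 and the fit without 12 h replicate 4; the refitted background correction and the fit without the 3 arrays of narrow log ratios, chosen after seeing the values, also reached it. CPIJ019817 at 18 h was -1.067 in the paper and -0.59 here, and within reach with plain subtraction of the local background, no background correction, scale normalization between arrays, the scanner software's own log ratio, the fit without 18 h replicate 1 and the fit without 18 h replicate 3; the fit without the 3 arrays of narrow log ratios, chosen after seeing the values, also reached it. CPIJ007010 at 12 h was -1.935 in the paper and -1.22 here, and within reach with the scanner software's own log ratio. CPIJ006475 at 12 h was -0.946 in the paper and -0.74 here, and within reach with median centring in place of loess, scale normalization between arrays, the fit without 12 h replicate 1 and the fit without 12 h replicate 2; the fit without the 3 arrays of narrow log ratios, chosen after seeing the values, also reached it. CPIJ016780 at 12 h was -0.872 in the paper and -0.72 here, and within reach with plain subtraction of the local background, no background correction, scale normalization between arrays, the brightest probe of each gene, the scanner software's own log ratio and the fit without 12 h replicate 1; the refitted background correction, chosen after seeing the values, also reached it.

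The numbers of genes past the threshold differ by more than 1.5 times. Genes higher at 6 h: 728 in the paper and 363 here, within 1.5 times with plain subtraction of the local background (566), median centring in place of loess (732) and the scanner software's own log ratio (700) and with no other pre-set alternative. Genes lower at 6 h: 1118 in the paper and 450 here, within 1.5 times with plain subtraction of the local background (757) and the scanner software's own log ratio (941) and with no other pre-set alternative. Genes higher at 12 h: 1053 in the paper and 624 here, within 1.5 times with plain subtraction of the local background (1108), no background correction (830), median centring in place of loess (1144) and the fit without 12 h replicate 2 (770) and with no other pre-set alternative; the refitted background correction (767) and the fit without the 3 arrays of narrow log ratios (756), chosen after seeing the values, came within 1.5 times as well. Genes lower at 12 h: 1648 in the paper and 849 here, within 1.5 times with plain subtraction of the local background (1412), no background correction (1164) and the scanner software's own log ratio (1678) and with no other pre-set alternative. Genes higher at 18 h: 954 in the paper and 350 here, within 1.5 times with plain subtraction of the local background (668), median centring in place of loess (1376) and the scanner software's own log ratio (949) and with no other pre-set alternative. Genes lower at 18 h: 1188 in the paper and 245 here, within 1.5 times with the scanner software's own log ratio (910) and no fold threshold (1320) and with no other pre-set alternative. Genes changed at 1 or more time points: 3780 in the paper and 1806 here, within 1.5 times with plain subtraction of the local background (3190), no background correction (2555) and the scanner software's own log ratio (4455) and with no other pre-set alternative. Genes changed at 2 or more time points: about 2200 in the paper's Fig 1, read by eye, and 862 here, within 1.5 times with the scanner software's own log ratio (1839) and with no other pre-set alternative. The total that the text gives for genes changed at all 3 time points: 2204 in the paper and 213 here, within 1.5 times with no pre-set alternative. The paper also gives 703 for all 3 time points, and its 2204 is close to the number at 2 or more, about 2200 in its Fig 1, read by eye, for which 862 is the count here; the text does not say so. Genes changed at all 3 time points: 703 in the paper and 213 here, within 1.5 times with the scanner software's own log ratio (496) and no fold threshold (1007) and with no other pre-set alternative. The percent of genes changed: 16.5% in the paper and 9.14% here, within 1.5 times with plain subtraction of the local background (16.2%), no background correction (12.9%), median centring in place of loess (12.6%), dim probes left out (11.0%) and the scanner software's own log ratio (22.6%) and with no other pre-set alternative; the refitted background correction (11.9%) and the fit without the 3 arrays of narrow log ratios (11.7%), chosen after seeing the values, came within 1.5 times as well. These percentages rest on different totals: 22913 transcripts in the paper, 19751 genes here and 16690 with dim probes left out. Over the paper's total, the percent here is 7.88%, and of all alternatives only plain subtraction of the local background (13.9%), no background correction (11.2%) and the scanner software's own log ratio (19.4%) came within 1.5 times; the others named above did so only through the smaller total.

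Some settings call a value of Table 1 in the paper's direction that does not pass otherwise. Plain subtraction of the local background: CPIJ014902 at 12 and 18 h, CPIJ012013 at 6 and 12 h, CPIJ007019 at 12 h, CPIJ001276 at 18 h, CPIJ010699 at 12 h, CPIJ002067 at 12 h, CPIJ012964 at 6 h, CPIJ009056 at 12 h, CPIJ009057 at 18 h, CPIJ013335 at 6 h, CPIJ010413 at 6 h, CPIJ019817 at 18 h, CPIJ017747 at 12 h, CPIJ002253 at 18 h, CPIJ019838 at 6 h, CPIJ006475 at 12 h, CPIJ016780 at 12 h. No background correction: CPIJ014902 at 12 and 18 h, CPIJ012013 at 6 h, CPIJ001276 at 18 h, CPIJ002067 at 12 h, CPIJ012964 at 6 h, CPIJ013335 at 6 h, CPIJ010413 at 6 h, CPIJ019817 at 18 h, CPIJ017747 at 12 h, CPIJ002253 at 18 h, CPIJ006475 at 12 h, CPIJ016780 at 12 h. Median centring in place of loess: CPIJ014902 at 12 and 18 h, CPIJ009089 at 6 h, CPIJ014718 at 18 h, CPIJ006515 at 6 and 12 h, CPIJ012236 at 18 h, CPIJ006917 at 12 and 18 h, CPIJ012964 at 6 h, CPIJ001423 at 18 h, CPIJ004272 at 18 h, CPIJ004894 at 6 and 18 h, CPIJ009056 at 12 and 18 h, CPIJ013335 at 6 h, CPIJ005134 at 6 h. The scanner software's own log ratio: CPIJ014902 at 12 and 18 h, CPIJ012013 at 12 h, CPIJ007019 at 12 h, CPIJ001276 at 18 h, CPIJ010699 at 12 h, CPIJ002067 at 12 h, CPIJ012964 at 6 h, CPIJ009056 at 12 h, CPIJ009057 at 18 h, CPIJ013335 at 6 h, CPIJ010413 at 6 h, CPIJ019817 at 18 h, CPIJ015280 at 18 h, CPIJ017747 at 12 h, CPIJ002253 at 18 h, CPIJ006475 at 12 h, CPIJ016780 at 12 h. The deposited log ratios: CPIJ014902 at 12 h, CPIJ001276 at 18 h, CPIJ013335 at 6 h, CPIJ017747 at 12 h, CPIJ002253 at 18 h, CPIJ006475 at 12 h. The fit without 12 h replicate 2: CPIJ014902 at 12 h, CPIJ006515 at 12 h, CPIJ002067 at 12 h, CPIJ009056 at 12 h, CPIJ017747 at 12 h, CPIJ006475 at 12 h, CPIJ016780 at 12 h. The refitted background correction (chosen after seeing the values): CPIJ014902 at 12 and 18 h, CPIJ001276 at 18 h, CPIJ002067 at 12 h, CPIJ012964 at 6 h, CPIJ013335 at 6 h, CPIJ010413 at 6 h, CPIJ017747 at 12 h, CPIJ002253 at 18 h, CPIJ006475 at 12 h, CPIJ016780 at 12 h. The fit without the 3 arrays of narrow log ratios (chosen after seeing the values): CPIJ014902 at 12 and 18 h, CPIJ006515 at 12 h, CPIJ002067 at 12 h, CPIJ012964 at 6 h, CPIJ009056 at 12 h, CPIJ013335 at 6 h, CPIJ010413 at 6 h, CPIJ017747 at 12 h, CPIJ002253 at 18 h, CPIJ006475 at 12 h, CPIJ016780 at 12 h. The fit without 18 h replicate 3: CPIJ014902 at 18 h, CPIJ002253 at 18 h. The fit without 6 h replicate 2: CPIJ001276 at 6, 12 and 18 h, CPIJ010699 at 12 h. A separate fit of each time point: CPIJ001276 at 12 and 18 h. Dim probes left out: CPIJ001276 at 18 h. The brightest probe of each gene: CPIJ001276 at 18 h, CPIJ004894 at 6 h, CPIJ002253 at 18 h, CPIJ016780 at 12 h. An intensity trend in the prior variance: CPIJ001276 at 18 h. The fit without 6 h replicate 4: CPIJ001276 at 18 h, CPIJ004894 at 6 h. Unadjusted p-values: CPIJ001276 at 18 h. Adjustment over all 3 time points: CPIJ001276 at 18 h. The fit without 12 h replicate 1: CPIJ002067 at 12 h, CPIJ009056 at 12 h, CPIJ006475 at 12 h. The fit without 12 h replicate 3: CPIJ002067 at 12 h. The fit without 6 h replicate 3: CPIJ012964 at 6 h, CPIJ013335 at 6 h, CPIJ010413 at 6 h. The fit without 18 h replicate 1: CPIJ002253 at 18 h.

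Without the fold threshold, more of these pass: CPIJ014902 at 12 and 18 h, CPIJ007019 at 12 h, CPIJ003759 at 18 h, CPIJ006515 at 12 h, CPIJ012236 at 18 h, CPIJ006917 at 12 and 18 h, CPIJ016432 at 18 h, CPIJ002067 at 12 h, CPIJ012964 at 6 h, CPIJ001423 at 18 h, CPIJ004272 at 18 h, CPIJ004894 at 6 h, CPIJ009056 at 12 and 18 h, CPIJ009057 at 18 h, CPIJ006908 at 18 h, CPIJ013335 at 6 h, CPIJ013741 at 12 h, CPIJ005134 at 6 and 12 h, CPIJ007376 at 18 h, CPIJ000967 at 12 h, CPIJ002542 at 6 and 12 h, CPIJ010413 at 6 h, CPIJ018666 at 18 h, CPIJ017732 at 12 h, CPIJ015280 at 18 h, CPIJ016252 at 6 h, CPIJ017747 at 12 h, CPIJ002253 at 18 h, CPIJ019838 at 6 h, CPIJ006475 at 12 h, CPIJ016780 at 12 h, CPIJ004719 at 18 h.

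The paper counts more lower than higher genes in toxin-treated larvae at every time point and states that expression mainly fell. Here, 350 genes were higher and 245 lower at 18 h, and the order turned without 18 h replicate 4 (262 higher, 295 lower). At 6 and 12 h the order was the paper's, with 450 lower and 363 higher, and 849 lower and 624 higher. From its clustering of the genes changed at all 3 time points, the paper places the 12 h pattern nearer to that of 18 h than to that of 6 h. Over 19751 genes, the 12 h arrays lay nearer to the 6 h arrays here (mean distance 55.8, against 61.9 to the 18 h arrays; exact permutation test, p = 0.0571), and over the 213 genes changed at all 3 time points the distances were 11.48 and 11.77, while the correlation of mean log2 ratios over these 213 genes followed the paper's order (r 0.95 between 6 and 12 h and 0.96 between 12 and 18 h). The paper reports no significant change of caspase-8 (CPIJ014995), which was higher at 12 h here, at 0.94 ± 0.54 (adjusted p 0.00777, limma with Benjamini-Hochberg adjustment; higher on 4 of 4 arrays), and fell short without 12 h replicate 4, in a separate fit of each time point and with scale normalization between arrays. The alpha-amylase CPIJ008079 is lower at 12 h in Table 1, and passed the threshold as higher here, with 3 of 4 arrays saturated in the toxin channel.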

Other observations

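The tests of the 91 genes that differ between no time points and of the narrow log ratios as a cause of the differences from S2 Table were chosen only after the result was seen; the others given here were planned.

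The numbers of changed genes were set against other assignments of toxin and control to the 2 channels of each array. The real assignment gave the most genes changed at 1 or more, at 2 or more and at all 3 time points, which is 1 of 100 assignments each, so chance can be excluded for these numbers. Within a time point, 4 arrays allow 8 assignments, and the real one gave the most genes at 6, 12 and 18 h (1 of 8 each), a number of assignments too small to exclude chance.

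Every array has toxin in Cy5, and a gene-specific dye effect that is the same on every slide would give the same log ratio at each time point. Of the 213 genes changed at all 3 time points, 42.7% differed between 12 and 18 h at an unadjusted p under 0.05, where a constant dye effect gives about 5%, so a constant dye bias is argued against as the cause for these genes as a set; a dye effect in part of them, or one that differs between slides, stays open. For the 91 genes that differed between no 2 time points, dye and toxin cannot be told apart, because no array has swapped dyes. A steady response to the toxin stays open for them, untested.

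More genes were lower than higher at 6 and 12 h. With median centring in place of loess, at most 30.8% of the calls were lower at any time point (12 h), so the within-array normalization is a candidate source of the split. Dim probes are argued against: without them, 55.0% of calls were lower at 6 h, the lower of the 6 and 12 h shares. Which of the normalizations leaves the true split was not tested, and a larger fall than rise of transcripts under the toxin stays open.

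The 12 h arrays lay nearer to the 6 h arrays than to the 18 h arrays, the other way from the paper's order. Slide, scan and time point cannot be told apart here, since 0 slides hold arrays of more than 1 time point, so neither order can be assigned to the exposure time.

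The log2 values of S2 Table and those of the arrays had the same sign for 96.4% of the paper's genes at 6 h, 92.0% at 12 h and 83.6% at 18 h, with Pearson's r across genes of 0.876, 0.820 and 0.690. Here, 695, 1072 and 350 of the paper's genes were called in the paper's direction, and 0, 16 and 11 in the other. For 67.3%, 72.6% and 86.7% of the genes, the value of S2 Table lay outside the range of the 4 arrays. The slope of the paper's values on those of the arrays at 18 h was 1.60, and 350 of the genes were called in the paper's direction; after the refit these were 1.44 and 477, and in the fit without the 3 arrays of narrow log ratios 1.42 (standard error 0.0322) and 468. The narrow log ratios may thus account for part of the difference in size, but are argued against as its whole cause. They are argued against for the directions too, since 83.4% of the genes had the paper's direction without those arrays. The background correction narrows log ratios on the other arrays too, with a slope of 0.665 in simulated spots without bright local background. It may therefore add to the difference in size, but its share was not tested. What else differs between the 2 sets of values remains open, and no biological explanation was tested.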
